# Identification of Thyroid Genes Whose Expression Is Altered by Neonatal Irradiation in Rats

**DOI:** 10.3390/ijms26051874

**Published:** 2025-02-21

**Authors:** Nariaki Fujimoto, Mutsumi Matsuu-Matsuyama, Masahiro Nakashima

**Keywords:** neonatal X-irradiation, childhood radiation, thyroid carcinogenesis

## Abstract

Childhood radiation is a risk factor for thyroid cancer that became well known after the Chernobyl nuclear plant accident. Although these human cases have been extensively studied, the mechanisms underlying childhood susceptibility to radiation-induced thyroid cancer have yet to be explained. Our previous study showed that neonatal X-irradiation resulted in long-term alterations in the mRNA expression of thyroid cancer-related marker genes, which may be a critical mechanism for understanding the higher radiation sensitivity in young patients. In this study, RNA sequencing (RNA-Seq)-based gene expression analysis was employed to identify thyroid genes whose mRNA expression was changed by neonatal irradiation. Male Wistar rats aged 1 week and 4 months were subjected to cervical X-irradiation at 4 Gy. After 8 weeks, total RNA was extracted from the thyroid and subjected to RNA-Seq analysis to identify differentially expressed genes following irradiation. We identified five upregulated genes (i.e., *Adm2*, *Vnn1*, *Snph*, *Gria3*, and *Cpa4*) and one downregulated gene (i.e., *Crtac1*) explicitly altered by neonatal radiation exposure. Western blotting confirmed the corresponding changes in CPA4 and CRTAC1 expression. The gene expressions identified were also altered in thyroid tumors induced by an iodine-deficient diet. These long-term changes in thyroid gene expression caused by neonatal irradiation may be involved in the increased risk of thyroid carcinogenesis.

## 1. Introduction

Radiation exposure at a young age is a risk factor for thyroid carcinogenesis [1,2]. Early studies of infants treated with X-rays and a cohort study of Japanese atomic bomb survivors have suggested an association between thyroid cancer and childhood radiation [3,4]. The risk was acknowledged again following the Chernobyl nuclear plant accident, in which papillary thyroid cancer cases rapidly increased among the exposed children population [5,6]. However, the mechanisms underlying childhood susceptibility to radiation-induced thyroid cancer have not yet been clarified. A higher rate of mitosis of thyroid follicular cells in the neonatal period has been implicated in the high prevalence of thyroid cancer [7,8]. Although the activation of *RET* and *BRAF* by either point mutations or chromosomal rearrangements was frequently found in post-Chernobyl thyroid cancer cases, they are also common in sporadic papillary thyroid cancer [9,10]. In the laboratory, neonatal rats exposed to cervical X-irradiation were found to develop thyroid cancer with a significantly higher incidence than adult animals [11]. We investigated the thyroid of 1-week-old Wistar rats cervically X-irradiated compared with 8-week-old rats [12,13]. We found that single neonatal irradiation induced long-term changes in the thyroidal mRNA expression of thyroid cancer-related genes, including *Mct8*, *Lat2/4*, and *Lgals*. Interestingly, these gene expression alterations were also found in thyroid tumors induced by an iodine-deficient diet (IDD).

We postulated that genes whose expression is preferentially altered by neonatal thyroid irradiation are related to childhood susceptibility to radiation-induced thyroid cancer. To identify these genes, 1-week-old and 4-month-old Wistar rats were subjected to sham exposure or 4 Gy of cervical X-irradiation. After 8 weeks, total RNA was extracted from the thyroid, and global gene expression analysis using RNA sequencing (RNA Seq) was performed to determine differentially expressed genes (DEGs).

## 2. Results

### 2.1. Body and Thyroid Weights and Serum TT3, TT4, and TSH Levels

Table 1 presents body and thyroid weights at necropsy. After sham or X-irradiation, body weights steadily increased in all groups. No significant differences were observed between the sham- and X-irradiated groups in either age. Supplementary Table S1 presents serum total T3, total T4, and TSH levels at necropsy. Either hormone level did not change by cervical irradiation at 4 Gy in either age group.

### 2.2. Identification of DEGs 8 Weeks After Irradiation

Eight samples of total RNAs from the thyroid were sequenced, each two samples from 1w0Gy, 1w4Gy, 4m0G, and 4m4Gy. 

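RNA-Seq was performed on thyroid RNA from 2 rats in each of the 4 groups. The 1w0Gy and 1w4Gy rats were sham-irradiated or X-irradiated at 4 Gy at 1 week of age, the 4m0Gy and 4m4Gy rats at 4 months of age, and the thyroids were taken about 8 weeks later. The authors mapped the reads with hisat2, counted them with featureCounts, and deposited raw counts, RPKM, and TPM for 54991 transcripts of 30560 rat gene identifiers. The counts were used here and had not been normalized. In these counts the transcripts of a gene hold the same reads. Among the 9290 genes with several transcripts and at least 100 counts, the second transcript was within 5% of the first in 74.5% of genes. The transcript with the highest total count was therefore taken for each gene, which left a median of 41.4% of the sum over all transcripts. Counts on genes were 18138106 and 17347890 in the 1w0Gy samples, 16104586 and 16257336 in 1w4Gy, 15590600 and 17006508 in 4m0Gy, and 14835406 and 15872655 in 4m4Gy. The paper gives between 20 M and 24 M paired reads per sample, and the values here use the counts on genes. Thyroglobulin (Tg) took between 18.5% and 21.3% of these counts in each sample. The 2 samples of a group differed by more than the sampling noise in every group, with a chi-square per degree of freedom of 8.44 to 17.3, and each was counted as a separate replicate. Expression is given as CPM, the counts scaled to library size after TMM normalization. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, on the genes kept by edgeR's filter on low counts and on the pair of groups compared.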

The RINs of these samples ranged from 8.7 to 9.1. The paired reads were between 20 M and 24 M, and 96.9% were mapped in all samples. DEGs were determined using the DEseq2 (Wald/parametric) of the ‘RaNA-Seq’ platform [14] between 1w0Gy and 1w4Gy or between 4m0Gy and 4m4Gy. Genes with >1.5- and <0.5-fold changes were selected. Figure 1 presents the results as MA plots. By neonatal irradiation, thirteen upregulated and five downregulated genes were identified, whereas only three upregulated and one downregulated gene was identified in the rat thyroid samples irradiated at 4 months of age. 

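With edgeR's quasi-likelihood test on 1w0Gy and 1w4Gy, 15359 genes were tested. At an adjusted p under 0.05 and a fold change above 1.5 or under 0.5, 1 gene was upregulated by neonatal irradiation, Cdkn1a, and 0 were downregulated, while 872 genes had an unadjusted p under 0.05. Between 4m0Gy and 4m4Gy, 15253 genes were tested, of which 2 were upregulated, Cdkn1a and Ephx1, and 1 was downregulated, Hba-a3. An unadjusted p under 0.05 was found for 1280 genes in that comparison. A share of 0.05 of unchanged genes is expected to pass that limit by chance, so these are not numbers of changed genes. The test and the counts used moved the neonatal numbers most. DESeq2's Wald test on the same samples called 9 upregulated and 4 downregulated genes, and the same test on counts summed over the transcripts of a gene, a setting chosen after seeing the data, called 17 and 3.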

The changes in the mRNA expression levels of these genes were validated using Q-RT-PCR (Table S2). Table 2 presents the validated genes. 

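Of the genes in Table 2, Gria3 was not analysed here. It was looked for by gene name only, and no gene in the counts has that name. Whether any of the 7162 identifiers without a name is Gria3 was not examined. Of these, ENSRNOG00000007682 had a neonatal log2 fold change of 0.995 (adjusted p = 1.41e-04) in DESeq2's Wald test. Every other gene that DESeq2's test called upregulated is listed by name in Table S2. The change of the unnamed gene is close in size to the one the paper lists for Gria3. EdgeR's test did not call it, and its identity was not examined. Snph (ENSRNOG00000009588) was at 9.02 ± 2.15 CPM (SD, n = 2) in 1w0Gy and 21.1 ± 5.74 CPM (SD, n = 2) in 1w4Gy, with a log2 fold change of 1.22 (standard error 0.24, adjusted p = 0.639) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adm2 (ENSRNOG00000029830) rose from 5.77 ± 0.463 to 13.3 ± 2.34 CPM (SD, n = 2 each), a log2 fold change of 1.20 (standard error 0.19, adjusted p = 0.395) from the same edgeR test. Vnn1 (ENSRNOG00000016219) went from 13.4 ± 1.62 to 29.5 ± 11.1 CPM (SD, n = 2 each), a log2 fold change of 1.13 (standard error 0.27, adjusted p = 0.850) from the same edgeR test. Cpa4 (ENSRNOG00000010463) was higher after neonatal irradiation, going from 152 ± 37.5 to 250.1 ± 37.2 CPM (SD, n = 2 each), a log2 fold change of 0.72 (standard error 0.19, adjusted p = 0.850) from the same edgeR test. Crtac1 (ENSRNOG00000015220) was lower after neonatal irradiation, going from 16.3 ± 6.81 to 6.26 ± 0.674 CPM (SD, n = 2 each), a log2 fold change of -1.38 (standard error 0.30, adjusted p = 0.725) from the same edgeR test. For each of the 5 genes both 1w4Gy samples lay outside both 1w0Gy samples, the samples on which the study chose them. Adjusted over the list alone, 5 of 5 passed an adjusted p of 0.05 in edgeR's test, against 0 over all genes tested, and the choice of the list on these samples means the first is not independent evidence. The same 5 genes passed in DESeq2's Wald test, with adjusted p-values of 0.00545 for Snph, 0.0141 for Adm2, 0.00807 for Vnn1, 0.0141 for Cpa4, and 0.00849 for Crtac1. The study chose the genes with DESeq2's Wald test on these samples, so this is not independent evidence either. Over the 15 alternatives that give 1 adjusted p per gene it ranged from 1.62e-04 to 0.826 for Snph, 0.00177 to 0.820 for Adm2, 0.00754 to 0.907 for Vnn1, 0.00923 to 0.940 for Cpa4, and 3.78e-04 to 0.831 for Crtac1. With each sample left out in turn, the log2 fold changes ranged from 0.92 to 1.49 for Snph and 1.01 to 1.37 for Adm2. They ranged from 0.69 to 1.47 for Vnn1, 0.49 to 1.00 for Cpa4, and -1.75 to -0.87 for Crtac1. Their signs were kept, which the separation of the 1w4Gy from the 1w0Gy samples already implies.

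**Figure D1:**
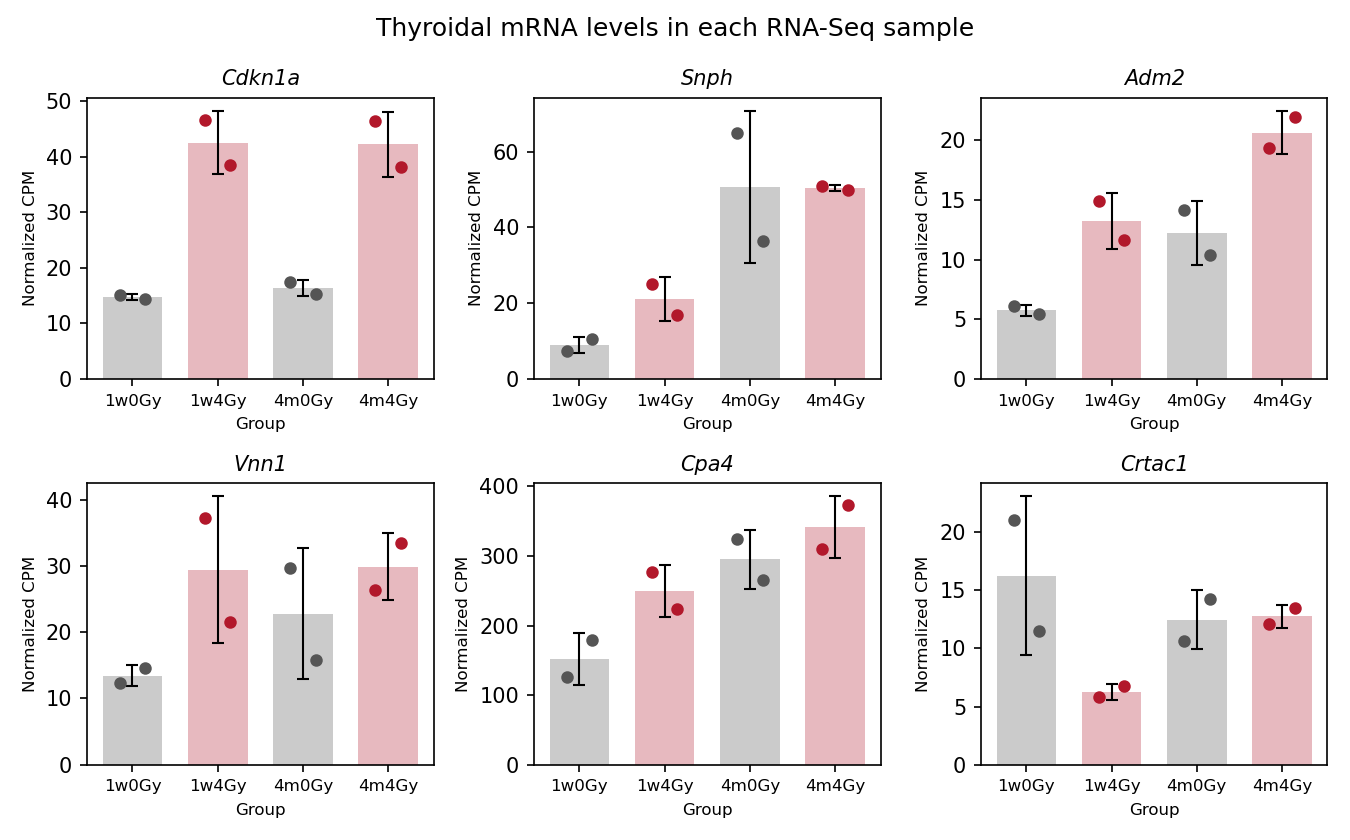
Expression in CPM of Cdkn1a, Snph, Adm2, Vnn1, Cpa4, and Crtac1 in each group, with bars for the mean, error bars for the SD, and a point for each of the 2 samples. The 1w4Gy points lie outside the 1w0Gy points in all 6 panels, and at 4 months this holds for Cdkn1a and Adm2.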

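The paper compares the genes found after irradiation at 1 week with those found after irradiation at 4 months, and reasons that a gene found at both ages is not specific to the neonatal period. The difference between both responses was tested in the counts as an age-by-irradiation interaction over all 8 samples. Crtac1 had an interaction of -1.41 on the log2 scale (standard error 0.40, adjusted p = 0.422 over all genes and 0.0358 over the list alone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Snph had an interaction of 1.23 (standard error 0.49) with an adjusted p of 0.120 over the list alone in that edgeR test. The interactions of Adm2, Vnn1, and Cpa4 were 0.44, 0.73, and 0.51, with standard errors of 0.26, 0.55, and 0.28 and edgeR adjusted p-values of 0.152, 0.234, and 0.152 over the list alone. Thus 1 of 5 genes passed an adjusted p of 0.05 over the list alone and 0 over all genes tested, and the study had chosen the list on these samples. The unnamed ENSRNOG00000007682 had an interaction of 0.990 (adjusted p = 0.00642) in DESeq2's Wald test and was not called in edgeR's test. After irradiation at 4 months, Snph went from 50.7 ± 20.1 to 50.4 ± 0.884 CPM (SD, n = 2 each) and Crtac1 from 12.5 ± 2.54 to 12.8 ± 0.981 CPM, log2 fold changes of -0.01 and 0.03. Without 1 sample the fold change of Snph at 4 months changed sign, ranging from -0.37 to 0.46. Adm2 was higher in both irradiated samples at 4 months too, at 20.7 ± 1.82 CPM (SD, n = 2) against 12.3 ± 2.66 CPM, with a log2 fold change of 0.75 (standard error 0.17, adjusted p = 0.307) from edgeR's test. Over 14 of 15 alternatives this adjusted p ranged from 0.0297 to 0.616 and was under 0.05 in 1, with no filter on low counts, while DESeq2's default test gave it none. In a model of irradiation over both ages, fitted on all 8 samples, Adm2 had a log2 fold change of 0.96 (adjusted p = 0.166 from edgeR's test). DESeq2's Wald test with the same design gave an adjusted p of 2.23e-05, and edgeR with no filter on low counts gave 0.00926. This model averages both ages, so it cannot decide whether Adm2 changed at 4 months. The 4-month differences of Vnn1 and Cpa4, of 0.40 and 0.21 on the log2 scale, were within the spread between samples. The paper also measured these genes by Q-RT-PCR after irradiation at older ages. For Adm2 at 4 months it marks no significant difference, with a mean below the control.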

Because the increase in Cdkn1a expression was not neonatal irradiation-specific, it is concluded that *Snph*, *adm2*, *Vnn1*, *Gria3*, *Cpa4*, and *Crtac1* are genes whose expression is altered explicitly by neonatal cervical X-irradiation. The RNA-Seq data were deposited in the Gene Expression Omnibus database under the accession number GSE284022.

### 2.3. Expression of Genes in the Thyroid Exposed to X-Rays at Different Ages

The thyroidal mRNA expression of the identified genes was determined in rats exposed to X-rays at 4 and 8 weeks of age and at 4 months of age: 4w0Gy, 4w4Gy, 8w0Gy, 8w4Gy, 4m0Gy, and 4m4Gy (Table 3). In rats exposed to 4 Gy of X-rays at 4 weeks of age, only the *Snph* mRNA level was significantly increased compared with that in the sham exposure group, whereas the expression of the other genes did not change. In the 8w4Gy or 4m4Gy groups, the expression of the identified genes was not changed after irradiation.

### 2.4. CPA4 and CRATC1 Protein Expression in the X-Irradiated Thyroid

Among the six identified genes, only *Cpa4* and *Crtac1* gene products were detectable using Western blotting. Figure 2 shows that CPA4 protein expression was elevated by neonatal X-irradiation, whereas CRTAC1 expression was decreased. In contrast, in the rat thyroid exposed to X-rays at 4 months of age, the expression of either protein was not significantly changed after irradiation. The original Western blot images were presented in Figures S1 and S2.

### 2.5. Radiation Dose-Dependent Changes in mRNA Expression of Identified Genes

Figure 3 shows the mRNA expression of *Snph*, *adm2*, *Vnn1*, *Gria3*, *Cpa4*, and *Crtac1* in the thyroid of rats neonatally exposed to different doses of X-rays ranging from 1.5 to 12 Gy. All gene expressions were changed by neonatal irradiation in a radiation dose-dependent manner.

### 2.6. Changes in the Expression of Identified Genes in Thyroid Tumors Induced by IDD Feeding

The expression of identified genes was further examined in the thyroid tumor samples of our previously reported study [13], in which neonatal rats were cervically exposed to either sham or 12 Gy of X-rays and were fed IDD for 28 weeks. Figure 4 presents gene expression relative to the control (sham irradiation/standard diet). At 28 weeks after neonatal X-irradiation, the increase in *Adm2* and *Vnn1* mRNA levels and the decrease in *Crtac1* mRNA expression continued. In thyroid tumors induced by IDD, the expression of every identified gene was significantly changed. The increase in *Vnn1* and the decrease in *Crtac1* were further enhanced by the combination of X-irradiation and IDD (1w12Gy + IDD group). In contrast, the expression of the other genes was similarly higher in the IDD and 1w12Gy + IDD groups than in the 1w12Gy group.

## 3. Discussion

Although the association between thyroid cancer risk and childhood radiation exposure has been well established, the underlying mechanisms remain unclear. Our previous investigation suggested that neonatal radiation exposure alters thyroidal gene expression in the long term and is an essential clue to understanding the susceptibility of young patients to thyroid cancer. In this study, global gene expression analysis was performed to identify genes whose expression was altered explicitly by neonatal radiation exposure. DEGs were detected in the thyroid 8 weeks after neonatal X-irradiation. In contrast, only a few DEGs were identified in the adult thyroid 8 weeks after X-irradiation. This study successfully demonstrated that neonatal radiation exposure preferentially induces long-term gene expression changes.

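Among the genes of the adult comparison in Table S2, Ephx1 (ENSRNOG00000003515) rose from 68.5 ± 1.06 to 112 ± 0.342 CPM (SD, n = 2 each), a log2 fold change of 0.71 (standard error 0.07, adjusted p = 0.0181) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which stayed under 0.05 in 11 of 15 alternatives and ranged from 2.23e-11 to 0.660. It was above 0.05 in the 3 fits of all 8 samples and in edgeR's test on counts summed over the transcripts of a gene, while DESeq2's test on summed counts gave the smallest. Pinlyp (ENSRNOG00000019862) rose from 22.4 ± 1.71 to 37.3 ± 3.61 CPM, a log2 fold change of 0.73 (standard error 0.11, adjusted p = 0.206) from the same edgeR test, and its adjusted p was under 0.05 in 4 of 14 alternatives and ranged from 0.00201 to 0.654, while DESeq2's default test gave it none. For Wdr77 (ENSRNOG00000016394), the log2 fold change was 0.09 (standard error 0.08), with 44.2 ± 1.37 CPM in 4m0Gy and 47.1 ± 1.63 CPM in 4m4Gy. Hba-a3 (ENSRNOG00000047321) went from 22.3 ± 2.35 to 6.41 ± 1.28 CPM, a log2 fold change of -1.80 (standard error 0.17, adjusted p = 0.0149) from edgeR's test, while DESeq2's default test gave it no adjusted p. Its reads can be shared with the near-identical hemoglobin alpha genes, so its value is uncertain, and Hba-a2 and Hbb-b1 moved by 0.23 and 0.36 on the log2 scale.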

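Over the 15684 genes tested in the 8 samples, 0 genes had an age-by-irradiation interaction at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest adjusted p being 0.148, while 1430 genes had an unadjusted p under 0.05. DESeq2's Wald test with the same design, the setting that moved this number most, called 21 genes. Across the 15040 genes tested at both ages, the log2 fold changes after neonatal irradiation and after irradiation at 4 months had a Pearson r of -0.05 and a Spearman rho of -0.10. Genes are not independent replicates, so no p-value is given. With each sample left out in turn, r ranged from -0.18 to 0.10, and its sign changed without the second 1w4Gy sample, the second 4m0Gy sample, or the first 4m4Gy sample.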

In a previous study, we investigated rats cervically exposed to 12 Gy of X-rays during the neonatal period and found distinctive effects on thyroid histology [12]. At 8 weeks after neonatal irradiation, thyroid follicle size was significantly reduced with thickening and fusion of epithelial cells, whereas no histological changes were observed in the case of adult exposure to X-rays. Furthermore, 12-Gy neonatal irradiation affected thyroid functions because Tg protein expression was reduced, although serum TSH levels changed only temporarily. These findings with 12-Gy exposure may coincide with the epidemiological data of a Ukrainian cohort, showing an increase in hypothyroidism cases among those who received high thyroid doses of 5–27-Gy radiation during childhood [15]. However, the estimated average thyroid doses in child evacuees of the Chernobyl accident ranged from 1.0 to 3.1, depending on the region [16]. Veiga et al. comprehensively reviewed thyroid cancer after childhood medical radiation and the atomic bomb, finding that relative risks increased with 2–4 Gy [17]. Therefore, this study used a more realistic thyroid dose—4 Gy of cervical X-irradiation—for the global gene expression analysis. A Wistar rat study demonstrated that thyroid cancer developed at an incidence of 33% 16 months after irradiation with 4 Gy at 7 weeks of age [18]. Other studies have also reported that thyroid cancer could be induced by 3 Gy of X-irradiation combined with the administration of a thyroid peroxidase inhibitor [11,19]. In this study, no differences in body and thyroid weights or serum TT3, TT4, or TSH levels were observed between 1w0Gy and 1w4Gy, or between 4m0Gy and 4m4Gy. However, exposure to 12-Gy neonatal radiation evidently affected the growth rate, as we previously reported [12].

The RNA-Seq analysis, followed by validation using Q-RT-PCR, successfully identified DEGs between 1w0Gy and 1w4Gy or between 4m0Gy and 4m4Gy (Table 2). Comparing the results of irradiation at the neonatal period and at 4 months of age, one gene, *Cdkn1a*, was common. Therefore, the other six genes in Table 2—*Snph*, *Adm2*, *Vnn1*, *Gria3*, *CPa4*, and *Crtac1*—were recognized as genes whose expression was specifically altered by neonatal irradiation. They were further examined in the thyroid of rats irradiated at older ages (Table 3), which showed that these alterations in mRNA expression were not observed in those irradiated at 4 weeks of age or older, except for *Snph*, which was inducible at 4 weeks of age. 

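Cdkn1a (ENSRNOG00000000521) rose from 14.7 ± 0.531 to 42.5 ± 5.71 CPM (SD, n = 2 each) after neonatal irradiation, a log2 fold change of 1.53 (standard error 0.12, adjusted p = 0.0329) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After irradiation at 4 months it rose from 16.4 ± 1.47 to 42.3 ± 5.84 CPM (SD, n = 2 each), a log2 fold change of 1.36 (standard error 0.13, adjusted p = 0.0149) from the same edgeR test. Leaving out each sample in turn gave 1.39 to 1.66 at 1 week and 1.21 to 1.49 at 4 months. Over the alternatives with 1 value per gene, 15 at 1 week and 14 at 4 months, the adjusted p ranged from 1.35e-14 to 0.295 at 1 week and from 4.88e-11 to 0.147 at 4 months, and at each age it was above 0.05 in 1 of them, edgeR's test on counts summed over the transcripts of a gene, a setting chosen after seeing the data. At 4 months DESeq2's default test gave Cdkn1a no adjusted p and did not call it. In the model of irradiation over both ages, with 4 irradiated and 4 sham-irradiated samples, the log2 fold change of Cdkn1a was 1.45 (adjusted p = 1.35e-04 from edgeR's test), and all 4 irradiated samples were above all 4 sham-irradiated samples. This model called 2 of 15684 genes, both upregulated. An unadjusted p under 0.05 was found for 610 genes, fewer than the share of 0.05 that chance would give.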

The radiation dose-responsive changes in the identified gene expression were confirmed in independent animal experiments (Figure 4), demonstrating the reproducibility of the results. It is worth noting that these gene expression changes were still evident even 28 weeks after neonatal irradiation, as shown in Figure 4 (control versus 1w12Gy). Our Western blot analysis detected only protein products of *Cpa4* and *Crtac1* genes out of the identified six. 

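In the 1w4Gy samples, the raw counts were 4445 and 3621 for Cpa4, 404 and 275 for Snph, 240 and 188 for Adm2, 600 and 350 for Vnn1, and 93 and 109 for Crtac1. The transcripts counted were 2781 bases long for Cpa4, 4267 for Snph, 2432 for Adm2, 2349 for Vnn1, and 2538 for Crtac1. In both samples the count of Cpa4 was above those of the other 4 genes, a larger gap than that between the 2 samples of any of the 5 genes.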

Since the mRNA expression levels of these genes were similar, except for *Cpa4* being high, the post-transcriptional mechanisms may differ. Although Wistar rats have been widely used for thyroid cancer studies, the incidence and morphology of thyroid tumors vary among different rat strains [20]. Future studies need to examine thyroidal gene expressions in the other rat strains to understand their attributions to radiation exposure.

*Snph* encodes synphilin, which was originally identified as a protein that controls mitochondrial movement in neurons [21]. Although synphilin is primarily expressed in the brain, it may be related to cancer cell proliferation and metastasis, such as prostate cancer [22]. Adrenomedullin 2 (ADM2) is a member of the calcitonin superfamily and is expressed in various organs throughout the body [23]. It is a peptide ligand that binds to both calcitonin receptor-like receptors and calcitonin receptors to exhibit various effects, including vasodilation and angiogenic effects. In rats with thyroid hyperplasia induced by IDD feeding, the expression of AMD2 was found to be markedly increased [24]. They further showed that TSH directly upregulates the secretion of ADM2 in the thyroid cell line FRTL-5. A recent investigation of a mouse thyroid cancer model with thyrocyte-specific activation of BRAF^V600E^ revealed that ADM2 was upregulated in thyroid tumors [25]. This study showed that the gene expression of *Adm2* was increased only by neonatal irradiation and continued to be upregulated even at 6 months after exposure, suggesting the critical role of Adm2 in the development of thyroid cancer by childhood irradiation. Vanin 1 (VNN1) is a ubiquitously expressed enzyme that degrades pantetheine in cysteamine and pantothenic acid [26]. Physiologically, it contributes to stress responses. Although studies have suggested that the expression of *Vnn1* serves as a biomarker for tumor prognosis, the roles of VNN1 in carcinogenesis, if any, are unknown [27]. Glutamine receptor A3 (GRIA3) regulates a broad spectrum of brain and nervous events [28]. A recent bioinformatics study found that Gria3 expression is a useful prediction marker of radiation dose in the kidney [29]. Carboxypeptidase A4 (CPA4) is a Zn-containing metallocarboxypeptidase that catalyzes carboxy-terminal amino acids. It is a critical regulator of inflammation and is upregulated in gastric and breast cancers [30,31]. The expression of *Cpa4* is higher in human thyroid cancer than in normal and benign tissues and is associated with poor prognosis and dedifferentiation [32]. *Cpa4* expression is also useful for diagnosing breast cancer [30]. Cartilage acidic protein 1 (CRTAC1), an extracellular matrix protein, could be a tumor suppressor. In urothelial carcinoma, low CRTAC1 expression is significantly associated with high tumor stage, vascular invasion, and nodule metastasis [33]. The mRNA expression of CRTAC1 was lower in lung adenocarcinoma than in normal tissues, and reduced expression levels were associated with poor prognosis [34]. A cell culture study demonstrated that CRTAC1 overexpression inhibits cell proliferation, migration, invasion, and epithelial–mesenchymal transition process of bladder cells by downregulating the expression of the YY1 protein [35]. Decreased expression following neonatal irradiation may contribute to the progression of thyroid cancer. Although the possible involvement of the identified genes in thyroid carcinogenesis is suggested above, the significance of our findings needs to be vilified in thyroid lesions of human specimens in the future. In addition to the gene’s cellular function, the systemic effects of the expression changes will need to be investigated.

In rats, thyroid tumor development is strongly associated with serum levels of TSH, which acts mainly as a tumor promoter. We previously examined a thyroid tumor model in rats fed with IDD, which exhibited continuously elevated serum TSH levels through the hypothalamus–pituitary feedback. The incidence of thyroid adenoma reached 75% in 28 weeks after the combination of neonatal X-irradiation and IDD feeding, whereas hyperplasia was observed only in the IDD alone group [13]. Surprisingly, the expression of all identified genes was significantly changed in thyroid hyperplasia induced by IDD alone, suggesting that neonatal X-irradiation altered the expression of genes commonly induced by the tumor promotion of TSH. The expression of *Vnn1* and *Crtac1* was further enhanced by neonatal irradiation, which may have contributed to the transition from hyperplasia to adenoma observed in the 1w12Gy group. Despite the gene expression similarity, serum TSH was not involved in the present study (Supplementary Table S1). Our previous study of rats exposed to 8 Gy of X-rays did not show any changes in serum TSH levels during the 18 months of study [36].

*In vivo* investigations have shown that exposure to ionizing radiation can lead to long-term gene expression changes [37,38]. A recent comprehensive transcriptomic analysis of mice exposed to 1 Gy of X-rays demonstrated that the expression of many genes was altered 10 weeks post-exposure, although the expression profiles differed depending on the mouse strain and target organ [39]. Epigenomic mechanisms likely explain these long-term gene expression changes [40,41]. Larsson et al. investigated the transcriptomic and proteomic changes in the thyroid of rats internally exposed to ^131^I and successfully identified DEGs at 9 months post-exposure [42]. These alterations in gene expression may be related to the disruption of thyroid functions and possible thyroid cancer development. We postulated that alterations in gene expression caused by radiation exposure are significantly different during the neonatal period from those during the adult period, which may be related to neonatal susceptibility to thyroid carcinogenesis. In this study, we successfully identified genes whose expression was altered by only “neonatal irradiation” in the long term.

## 4. Materials and Methods

### 4.1. Animals

Wistar rats were purchased from Jackson Laboratory Japan (Yokohama, Japan) and used after an acclimatization period of 1 week. The animals were maintained with free access to a basal diet (MF, Oriental Yeast Co., Tokyo, Japan) and tap water at room temperature of 23.0 ± 2.0 °C, relative humidity of 50.0 ± 10.0%, and a 12 h light cycle. To obtain 5- or 6-day-old rats (designated as 1-week-old), 3-month-old pregnant Wistar rats (16–18 days of gestation) were purchased, and male pups were selected after delivery. Four-week-old, eight-week-old, and four-month-old male Wistar rats were used as their counterparts. Animals were housed two or three in each cage. Rats in different age groups were randomly divided into two groups. They were exposed to sham or 4 Gy of cervical X-irradiation, designated as 1w0Gy (*n* = 7), 1w4Gy (*n* = 7), 4w0Gy (*n* = 5), 4w4Gy (*n* = 5), 8w0Gy (*n* = 5), 8w4Gy (*n* = 5), 4m0Gy (*n* = 7), and 4m4Gy (*n* = 7), respectively. After approximately 8 weeks, the animals were euthanized by whole blood removal from an abdominal artery under anesthesia with isoflurane inhalation. Thyroid tissues were dissected and stored in an RNA Save solution (Biological Industries, Cromwell, CT, USA) for RNA extraction. The experiments were repeated for 1w0Gy (*n* = 5), 1w4Gy (*n* = 4), 4m0Gy (*n* = 4), and 4m4Gy (*n* = 4) to obtain frozen thyroid tissue samples stored at −80 °C for protein extraction. The total number of animals was 65. The animal experiments were approved by the Animal Experiment Committee of Hiroshima University (document # A21-111, 21 September 2021). This study was conducted according to the Guide for the Care and Use of Laboratory Animals at Hiroshima University. The study was conducted according to the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines (Supplementary File S1).

### 4.2. Cervical X-Irradiation

The details were described previously [12]. Lead plates of 2 mm in thickness were used to cover the animals with a gap for the neck region. Irradiation was performed using the X-ray irradiator MBR-1520R-3 (Hitachi Medical Co., Tokyo, Japan) at a dose rate of 0.9 Gy/min.

### 4.3. Serum T3, T4, and Thyroid-Stimulating Hormone (TSH)

Total T3 and T4 were determined using enzyme-linked immunosorbent assay kits from Alpco Diagnostics (Salem, NH, USA). Serum TSH levels were measured using a radioimmunoassay kit from the National Hormone and Peptide Program (NIDDK, NIH, Torrance, CA, USA). TSH was radiolabeled using the lactoperoxidase method with Na^125^I (PerkinElmer, Shelton, CT, USA). Donkey antirabbit serum which was the second antibody, was purchased from Immundiagnostik AG (Bensheim, Germany).

### 4.4. RNA-Seq Analysis

Total RNA was isolated from thyroid tissue using Isogen II (Nippon Gene Co., Tokyo, Japan) according to the manufacturer’s instructions. The 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) was used to assess the quality of the prepared total RNA to determine the RIN in each sample from different rats. Two total thyroidal RNA samples with higher RINs were selected from seven samples, each group of 1w0Gy, 1w4Gy, 4m0Gy, or 4m4Gy. They were subjected to RNA Seq, which was performed by Bioengineering Lab. Co., Ltd. (Sagamihara, Japan). In brief, cDNA libraries were prepared using the MGIEasy RNA Directional Library Prep Set (MGI Tech Co., Ltd., Shenzhen, China) and circularized using the MGIEasy Circularization Kit (MGI Tech Co.). DNA nanoballs (DNBs) were produced using a DNBSEQ-G400RS High-Throughput Sequencing Kit (MGI Tech Co.) and sequenced using 100 bp paired-end analysis of 20 million reads by DNBSEQ-G400 (MGI Tech Co.). Genomic mapping was performed using hisat2 (ver. 2.2.1). Reads were counted using featureCounts (ver. 2.0.0) and normalized as transcripts per million. Comparisons between 1w0Gy and 1w4Gy and between 4m0Gy and 4m4Gy were performed using DEseq2 with the Wald test and fit type of “parametric” (https://ranaseq.eu/, accessed on 10 January 2024).

### 4.5. Quantitative RT-PCR

cDNA was synthesized by incubating 3-µg of total RNA with 100 U of ReverTra Ace reverse transcriptase (Toyobo Co., Osaka, Japan) in a mixture of 20 pmol of random hexamers pdN6 and 5-pmol oligo-dT(15) primers (Takara Bio Inc., Kusatsu, Japan). A quantitative PCR instrument, StepOnePlus (Applied Biosystems/Life Technologies Co., Carlsbad, CA, USA), was used to measure cDNA levels with THUNDERBIRD Next SYBR q-PCR Mix (Toyobo Co.). Supplementary Table S3 presents the sequences of the specific primer sets. The DNA sequences of the PCR products were confirmed by Fasmac Co., Ltd. (Atsugi, Japan). The PCR conditions included an initial denaturation for 2 min, followed by 40 cycles of 5 s incubation at 95 °C and 35 s incubation at 60 °C. The measured mRNA levels were normalized against the levels of β-actin mRNA [13].

### 4.6. Western Blotting

Thyroid tissues were homogenized in RIPA lysis buffer containing phosphatase inhibitors (Santa Cruz Biotechnology Inc., Santa Cruz, CA, USA). Two g of each lysate were applied to 12.5% SDS-PAGE and transferred to a 0.2-µm ClearTrans SP PVDF membrane (Fujifilm Wako Pure Chemical Co., Osaka, Japan). After blocking with Blocking One (Nacalai Tesque Inc., Kyoto, Japan), the membranes were incubated with anti-CPA4 (NBP2-92372, 1:1000, Novus biologicals, Centennial, CO, USA), anti-CRTAC1 (30251-1-AP, 1:1000, Proteintech Group, Inc., Rosemont, IL, USA), or anti-βActin (3H12, 1:1000, MBL Co., Nagoya, Japan). They were then washed and incubated with peroxidase-conjugated antirabbit IgG (1:4000, MBL Co.). The protein bands were visualized using Chemi-Lumi reagents (Nacalai Tesque Inc.) and images were captured using a CCD camera system, ImageQuant LAS 4000mini (GE Healthcare Ltd., Buckinghamshire, UK). The band intensities were quantified using ImageJ version 1.53a (http://imagej.nih.gov, accessed on 7 June 2024).

### 4.7. Statistical Analysis

All values are expressed as means ± standard errors. Student’s *t*-test was used to compare the two groups with Excel 2019 software. Dunnett’s test was applied for multiple comparisons among the group with the R’s package ‘SimComp’ version 3.3 (http://cran.r-project.org, accessed on 15 October 2024).

## 5. Conclusions

Irradiation causes long-term gene expression changes in the thyroid, particularly during the neonatal period. The thyroid glands of rats 8 weeks after irradiation were subjected to comprehensive gene expression analysis. By comparing the results between neonate and adult irradiation, we successfully identified long-term changes in gene expression, particularly those after exposure to neonatal irradiation. Because these changes were common with those observed in thyroid tumors, the identified genes and their altered expression may be factors associated with childhood susceptibility to irradiation-induced thyroid cancer.

## Figures and Tables

**Figure 1:**
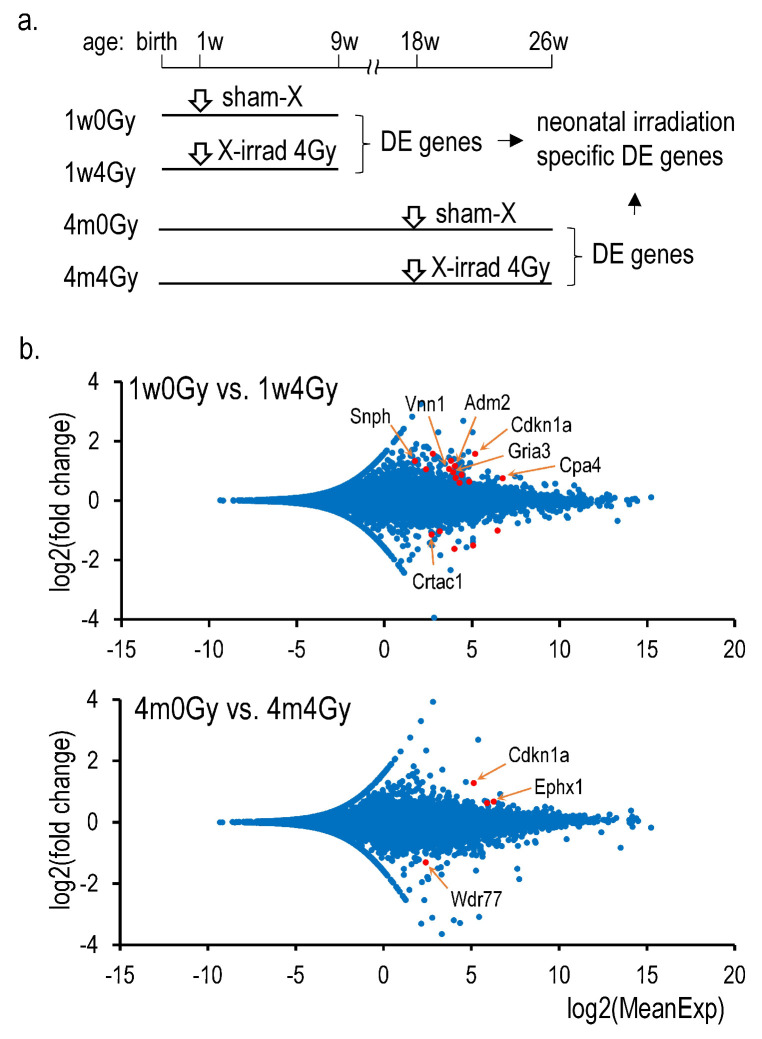
RNA-Seq analysis in the X-irradiated rat thyroid. (**a**): Schedule of the experiment, (**b**): MA plots consisting of 18,982 dots (above) and 18,989 dots (below) representing all mapped genes. Red dots indicate differentially expressed genes identified by the DEseq2 analysis, as shown in Supplementary Table S2 (Only Q-RT-PCR-validated gene names were shown).

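In the deposited counts, with the transcript of the highest total taken for each gene, 21232 genes had at least 1 count in the 1w0Gy and 1w4Gy samples together, and 21203 in the 4m0Gy and 4m4Gy samples.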

**Figure 2:**
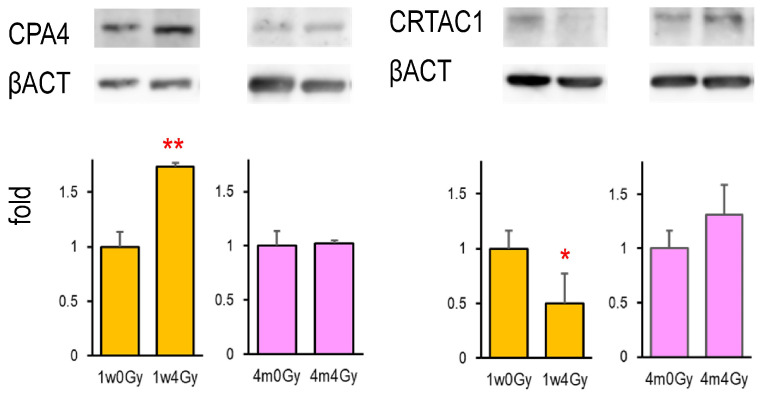
CPA4 and CRTAC1 protein expressions in the thyroid in rats cervically X-irradiated at 1 week and 4 months old. Lysates extracted from the thyroid were examined by Western blot, *, ** indicate significant differences from the control (0 Gy) at *p* < 0.05 or *p* < 0.01, respectively. *n* = 5 (1w0Gy), *n* = 4 (1w4Gy), *n* = 4 (4m0Gy), and *n* = 4 (4m4Gy).

**Figure 3:**
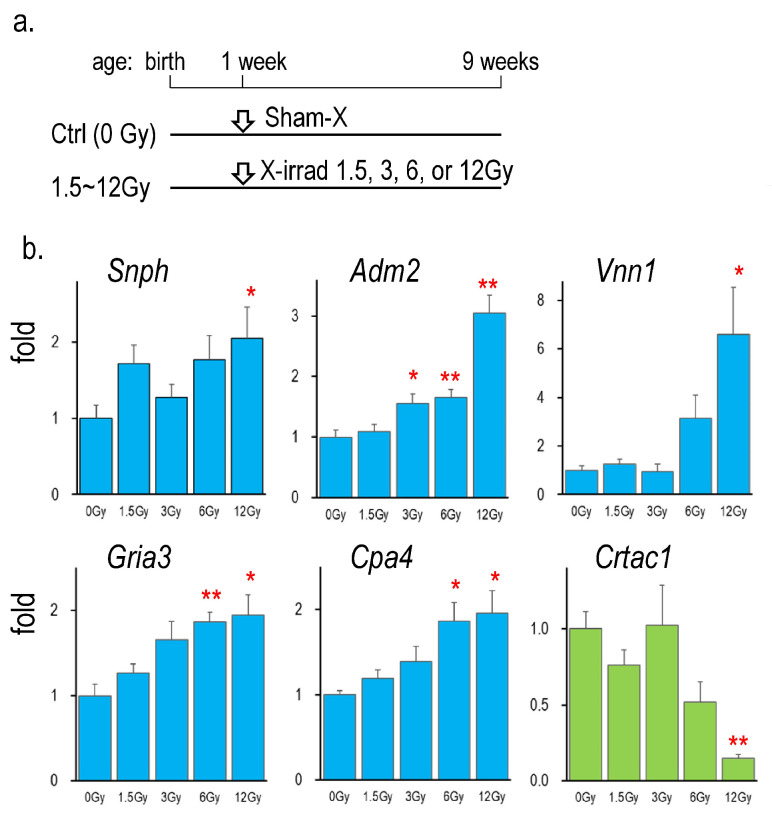
Gene expressions in the thyroid of rats neonatally exposed to various doses of X-rays. (**a**): Schedule of the experiment [13], (**b**): Thyroidal mRNA levels of rats X-irradiated at 0, 1.5, 3, 6, and 12 Gy, *, ** indicate significant differences from the control (0 Gy) at *p* < 0.05, or *p* < 0.01, respectively. *n* = 6, each group.

**Figure 4:**
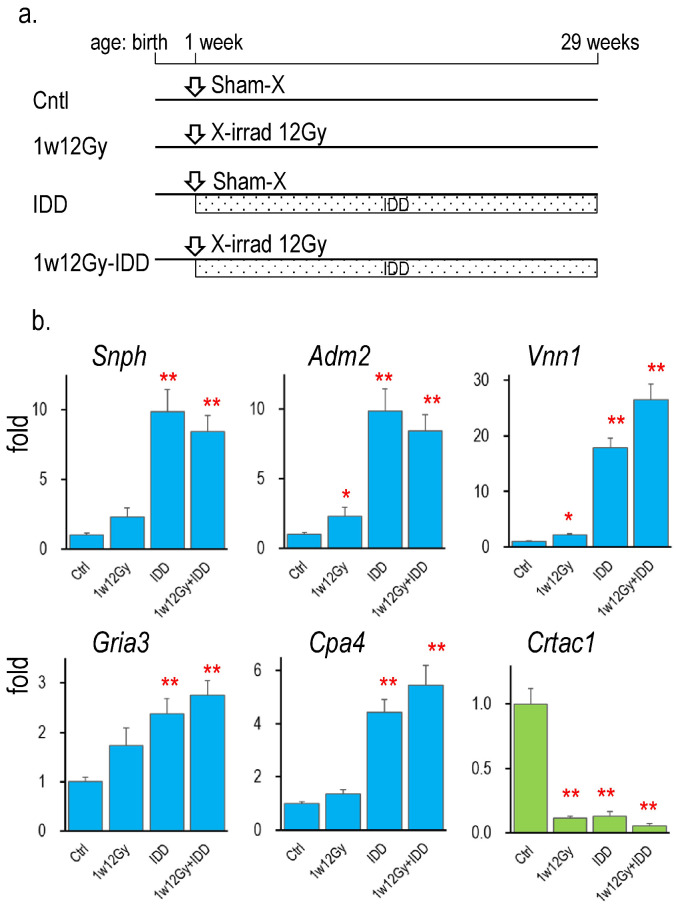
Gene expressions in the thyroid of rats neonatally X-irradiated (1w12Gy), fed with IDD (IDD), or both (1w12Gy-IDD). (**a**): Schedule of the experiment [13], (**b**): Changes in the identified gene’s mRNA levels in the thyroid relative to the control, *, ** indicate significant differences from the control (0 Gy) at *p* < 0.05 or *p* < 0.01, respectively. *n* = 4 (Cntl), *n* = 3 (1w12Gy), *n* = 7 (IDD), and *n* = 8 (1w12Gy-IDD).

**Table 1:** Body and thyroid weights of rats.

Group	Treatment	Initial Body Weights (g)	Final Body Weights (g)	Thyroid Weight (mg)	Thyroid Weight (mg/kg b.w.)	
1 week old						
1w0Gy	Sham-X	15 ± 0.3	364 ± 9.0	18 ± 0.9	50 ± 2.7	RNA-seq
1w4Gy	4 Gy	15 ± 0.3	349 ± 7.9	15 ± 1.0	42 ± 3.4	
4 weeks old						
4w0Gy	Sham-X	52 ± 0.9	456 ± 21.5	20 ± 2.2	42 ± 2.7	
4w4Gy	4 Gy	53 ± 1.8	447 ± 8.7	19 ± 1.0	42 ± 2.2	
8 weeks old						
8w0Gy	Sham-X	301 ± 3.4	522 ± 11.0	22 ± 3.7	49 ± 6.0	
8w4Gy	4 Gy	305 ± 2.4	545 ± 17.9	28 ± 3.0	51 ± 4.9	
4 months old						
4m0Gy	Sham-X	575 ± 17.7	659 ± 17.5	29 ± 2.0	43 ± 2.8	RNA-seq
4m4Gy	4 Gy	576 ± 13.8	647 ± 19.7	29 ± 1.7	45 ± 1.8	

The numbers of rats were 7 rats/group (1 w and 4 m) and 5 rats/group (4 w and 8 w).

**Table 2:** (**a**): Genes whose thyroidal expressions were altered by cervical irradiation. (**b**): Identified genes whose thyroidal expressions were altered by cervical irradiation.

Gene	RNA-Seq		Q-PCR	
	Fold	Padj	Fold Change	
(a) at 1 week old				
Up-regulated				
*Cdkn1a*	3.08	0.000	2.3 ± 0.14 **	Cyclin-dependent kinase inhib 1A
*Snph*	2.43	0.001	1.9 ± 0.24 **	Syntaphilin
*Adm2*	2.37	0.019	1.9 ± 0.23 **	Adrenomedullin 2
*Vnn1*	2.22	0.011	1.8 ± 0.24 *	Vanin 1
*Gria3*	2.03	0.000	1.5 ± 0.06 **	Glutamine receptor A3
*Cpa4*	1.69	0.013	1.4 ± 0.09 **	Carboxypeptidase A4
Down-regulated				
*Crtac1*	0.39	0.009	0.44 ± 0.03 *	Cartilage acidic protein 1
(b) at 4 months old				
Up-regulated				
*Cdkn1a*	2.49	0.000	2.3 ± 0.21 **	Cyclin-dependent kinase inhib 1A
*Ephx1*	1.60	0.000	1.4 ± 0.08 **	Epoxide hydrolase 1
Down-regulated				
*Wdr77*	0.33	0.033	0.83 ± 0.03 *	WD repeat domain 77

*, ** indicate statistical differences from each control (0 Gy) at *p* < 0.05 (*) or *p* < 0.01 (**); *n* = 2, each, in RNA-Seq, *n* = 7, each, in Q-PCR analysis.

**Table 3:** Relative thyroidal mRNA expressions in X-irradiated rats at different ages.

Gene	1w4Gy	4wGy	8w4Gy	4m4Gy
Up-regulated				
*Snph*	1.9 ± 0.24 **	1.4 ± 0.12 *	1.1 ± 0.11	1.2 ± 0.19
*Adm2*	1.9 ± 0.23 **	0.93 ± 0.13	0.92 ± 0.26	0.84 ± 0.16
*Vnn1*	1.8 ± 0.24 *	1.1 ± 0.18	0.83 ± 0.20	0.99 ± 0.17
*Gria3*	1.5 ± 0.06 **	1.0 ± 0.12	1.0 ± 0.09	0.79 ± 0.09
*Cpa4*	1.4 ± 0.09 **	0.74 ± 0.13	0.92 ± 0.16	0.85 ± 0.1
Down-regulated				
*Crtac1*	0.44 ± 0.03 *	1.07 ± 0.12	0.68 ± 0.13	0.94 ± 0.14

*, ** indicate statistical differences from each control (0 Gy) at *p* < 0.05 (*) or *p* < 0.01 (**). *n* = 7, each, in 1 w and 4 m groups, and *n* = 5, each, in 4 w and 8 w groups.

## Data Availability

The RNA-Seq data were deposited in the Gene Expression Omnibus database under the accession number GSE284022. All data are presented in the article and the Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26051874/s1.

## References

[1] Drozdovitch V. (2021). Radiation Exposure to the Thyroid After the Chernobyl Accident. Front. Endocrinol..

[2] Reiners C. (2009). Radioactivity and thyroid cancer. Hormones.

[3] Furukawa K., Preston D., Funamoto S., Yonehara S., Ito M., Tokuoka S., Sugiyama H., Soda M., Ozasa K., Mabuchi K. (2012). Long-term trend of thyroid cancer risk among Japanese atomic-bomb survivors: 60 years after exposure. Int. J. Cancer.

[4] Raventos A., Winship T. (1964). The Latent Interval for Thyroid Cancer Following Irradiation. Radiology.

[5] Brenner A.V., Tronko M.D., Hatch M., Bogdanova T.I., Oliynik V.A., Lubin J.H., Zablotska L.B., Tereschenko V.P., McConnell R.J., Zamotaeva G.A. (2011). I-131 Dose Response for Incident Thyroid Cancers in Ukraine Related to the Chornobyl Accident. Environ. Health Perspect..

[6] Zablotska L.B., Bogdanova T.I., Ron E., Epstein O.V., Robbins J., Likhtarev I.A., Hatch M., Markov V.V., Bouville A.C., Olijnyk V.A. (2007). A Cohort Study of Thyroid Cancer and Other Thyroid Diseases after the Chornobyl Accident: Dose-Response Analysis of Thyroid Follicular Adenomas Detected during First Screening in Ukraine (1998–2000). Am. J. Epidemiol..

[7] Sikov M.R. (1969). Effect of Age on the Iodine-131 Metabolism and the Radiation Sensitivity of the Rat Thyroid. Radiat. Res..

[8] Williams D. (2015). Thyroid Growth and Cancer. Eur. Thyroid. J..

[9] Abdullah M.I., Junit S.M., Ng K.L., Jayapalan J.J., Karikalan B., Hashim O.H. (2019). Papillary Thyroid Cancer: Genetic Alterations and Molecular Biomarker Investigations. Int. J. Med. Sci..

[10] Thomas G. (2018). RADIATION AND THYROID CANCER—AN OVERVIEW. Radiat. Prot. Dosim..

[11] Christov K. (1978). Radiation-Induced Thyroid Tumors in Infant Rats. Radiat. Res..

[12] Fujimoto N., Matsuu-Matsuyama M., Nakashima M. (2020). Morphological and functional changes in neonatally X-irradiated thyroid gland in rats. Endocr. J..

[13] Fujimoto N., Matsuu-Matsuyama M., Nakashima M. (2021). Single neonatal irradiation induces long-term gene expression changes in the thyroid gland, which may be involved in the tumorigenesis. Sci. Rep..

[14] Prieto C., Barrios D. (2020). RaNA-Seq: Interactive RNA-Seq analysis from FASTQ files to functional analysis. Bioinformatics.

[15] Ostroumova E., Rozhko A., Hatch M., Furukawa K., Polyanskaya O., McConnell R.J., Nadyrov E., Petrenko S., Romanov G., Yauseyenka V. (2013). Measures of Thyroid Function among Belarusian Children and Adolescents Exposed to Iodine-131 from the Accident at the Chernobyl Nuclear Plant. Environ. Health Perspect..

[16] Cardis E., Howe G., Ron E., Bebeshko V., Bogdanova T., Bouville A., Carr Z., Chumak V., Davis S., Demidchik Y. (2006). Cancer consequences of the Chernobyl accident: 20 years on. J. Radiol. Prot..

[17] Veiga L.H.S., Holmberg E., Anderson H., Pottern L., Sadetzki S., Adams M.J., Sakata R., Schneider A.B., Inskip P., Bhatti P. (2016). Thyroid cancer after childhood exposure to external radiation: An updated pooled analysis of 12 studies. Radiat. Res..

[18] Kurohama H., Matsuda K., Kishino M., Yoshino M., Yamaguchi Y., Matsuu-Matsuyama M., Kondo H., Mitsutake N., Kinoshita A., Yoshiura K.-I. (2021). Comprehensive analysis for detecting radiation-specific molecules expressed during radiation-induced rat thyroid carcinogenesis. J. Radiat. Res..

[19] Christov K. (1975). Thyroid cell proliferation in rats and induction of tumors by X-rays. Cancer Res..

[20] Kaspareit-Rittinghausen J., Wiese K., Deerberg F., Nitsche B. (1990). Incidence and morphology of spontaneous thyroid tumours in different strains of rats. J. Comp. Pathol..

[21] Seo J.H., Agarwal E., Bryant K.G., Caino M.C., Kim E.T., Kossenkov A.V., Tang H.-Y., Languino L.R., Gabrilovich D.I., Cohen A.R. (2018). Syntaphilin Ubiquitination Regulates Mitochondrial Dynamics and Tumor Cell Movements. Cancer Res..

[22] Hwang M.J., Bryant K.G., Seo J.H., Liu Q., Humphrey P.A., Melnick M.A.C., Altieri D.C., Robert M.E. (2019). Syntaphilin Is a Novel Biphasic Biomarker of Aggressive Prostate Cancer and a Metastasis Predictor. Am. J. Pathol..

[23] Zhang S.Y., Xu M.J., Wang X. (2018). Adrenomedullin 2/intermedin: A putative drug candidate for treatment of cardiometabolic diseases. Br. J. Pharmacol..

[24] Nagasaki S., Fukui M., Asano S., Ono K., Miki Y., Araki S.i., Isobe M., Nakashima N., Takahashi K., Sasano H. (2014). Induction of adrenomedullin 2/intermedin expression by thyroid stimulating hormone in thyroid. Mol. Cell. Endocrinol..

[25] Kim J.T., Lim M.A., Lee S.E., Kim H.J., Koh H.Y., Lee J.H., Jun S.M., Kim J.M., Kim K.H., Shin H.S. (2022). Adrenomedullin2 stimulates progression of thyroid cancer in mice and humans under nutrient excess conditions. J. Pathol..

[26] Bartucci R., Salvati A., Olinga P., Boersma Y.L. (2019). Vanin 1: Its Physiological Function and Role in Diseases. Int. J. Mol. Sci..

[27] Guan W., Xu J., Shi Y., Wang X., Gu S., Xie L. (2023). VNN1 as a potential biomarker for sepsis diagnosis and its implications in immune infiltration and tumor prognosis. Front. Med..

[28] Traynelis S.F., Wollmuth L.P., McBain C.J., Menniti F.S., Vance K.M., Ogden K.K., Hansen K.B., Yuan H., Myers S.J., Dingledine R. (2010). Glutamate Receptor Ion Channels: Structure, Regulation, and Function. Pharmacol. Rev..

[29] Andersson B., Langen B., Liu P., López M.D. (2023). Development of a machine learning framework for radiation biomarker discovery and absorbed dose prediction. Front. Oncol..

[30] Bademler S., Ucuncu M.Z., Yasasever C.T., Serilmez M., Ertin H., Karanlık H. (2019). Diagnostic and Prognostic Significance of Carboxypeptidase A4 (CPA4) in Breast Cancer. Biomolecules.

[31] Lei X., Liu D., Song D., Fan J., Dai G., Yang L. (2022). Knockdown of carboxypeptidase A4 (CPA4) inhibits gastric cancer cell progression via cell cycle arrest and apoptosis. J. Gastrointest. Oncol..

[32] Choi Y.-S., Jeon M.J., Doolittle W.K.L., Song D.E., Kim K., Kim W.B. (2024). Macrophage-Induced Carboxypeptidase A4 Promotes the Progression of Anaplastic Thyroid Cancer. Thyroid.

[33] Li W.-M., Chan T.-C., Wei Y.-C., Li C.-F., Ke H.-L., Wu W.-J., Hsu C.-C., Wang S.-C., Yeh C.-F. (2023). Downregulation of CRTAC1 in Urothelial Carcinoma Promotes Tumor Aggressiveness and Confers Poor Prognosis. Front. Biosci..

[34] Tan L., Zhang H., Ding Y., Huang Y., Sun D. (2024). CRTAC1 identified as a promising diagnosis and prognostic biomarker in lung adenocarcinoma. Sci. Rep..

[35] Yang J., Fan L., Liao X., Cui G., Hu H. (2021). CRTAC1 (Cartilage acidic protein 1) inhibits cell proliferation, migration, invasion and epithelial-mesenchymal transition (EMT) process in bladder cancer by downregulating Yin Yang 1 (YY1) to inactivate the TGF-beta pathway. Bioengineered.

[36] Matsuu-Matsuyama M., Shichijo K., Matsuda K., Fujimoto N., Kondo H., Miura S., Kurashige T., Nagayama Y., Nakashima M. (2021). Age-dependent effects on radiation-induced carcinogenesis in the rat thyroid. Sci. Rep..

[37] Meadows S.K., Dressman H.K., Muramoto G.G., Himburg H., Salter A., Wei Z., Ginsburg G.S., Chao N.J., Nevins J.R., Chute J.P. (2008). Gene expression signatures of radiation response are specific, durable and accurate in mice and humans. PLoS ONE.

[38] Paul S., Smilenov L.B., Elliston C.D., Amundson S.A. (2015). Radiation Dose-Rate Effects on Gene Expression in a Mouse Biodosimetry Model. Radiat. Res..

[39] Jafer A., Sylvius N., Adewoye A.B., Dubrova Y.E. (2020). The long-term effects of exposure to ionising radiation on gene expression in mice. Mutat. Res. Mol. Mech. Mutagen..

[40] Lee J.-R., Ahn K., Kim Y.-J., Jung Y.-D., Kim H.-S. (2012). Radiation-Induced Human Endogenous Retrovirus (HERV)-R env Gene Expression by Epigenetic Control. Radiat. Res..

[41] Seong K.M., Cenci G. (2022). Editorial: The Genetic and Epigenetic Bases of Cellular Response to Ionizing Radiation. Front. Genet..

[42] Larsson M., Rudqvist N., Spetz J., Shubbar E., Parris T.Z., Langen B., Helou K., Forssell-Aronsson E. (2020). Long-term transcriptomic and proteomic effects in Sprague Dawley rat thyroid and plasma after internal low dose 131I exposure. PLoS ONE.

# Supplementary material for: Identification of Thyroid Genes Whose Expression Is Altered by Neonatal Irradiation in Rats
**Source:** Int J Mol Sci. 2025 Feb 21;26(5):1874. doi: 10.3390/ijms26051874
**Supplement:** Supplementary file 1

**Table S1.** Serum total T3, total T4, and TSH levels.

| Group        | Total T3<br>(ng/ml) | Total T4<br>(ug/dL) | TSH (ng/ml) |
|--------------|---------------------|---------------------|-------------|
| 1 week old   |                     |                     |             |
| 1w0Gy        | 2.0±0.13            | 7.5±0.20            | 3.4±0.24    |
| 1w4Gy        | 1.7±0.16            | 7.7±0.10            | 4.2±0.29    |
| 4 weeks old  |                     |                     |             |
| 4w0Gy        | 1.7±0.07            | 7.9±0.25            | 4.0±0.24    |
| 4w4Gy        | 1.8±0.16            | 7.8±0.11            | 4.4±0.35    |
| 8 weeks old  |                     |                     |             |
| 8w0Gy        | 1.8±0.19            | 7.9±0.16            | 4.5±0.38    |
| 8w4Gy        | 2.0±0.13            | 8.5±0.36            | 4.5±0.49    |
| 4 months old |                     |                     |             |
| 4m0Gy        | 1.8±0.09            | 7.1±0.29            | 3.9±0.15    |
| 4m4Gy        | 1.7±0.12            | 7.3±0.37            | 3.9±0.32    |

The numbers of rats were 7 rats / group in 1-week-old and 4-month-old groups, and 5 rats / group in 4-week-old and 8-week-old groups.

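For the neonatal comparison, 18 of the 19 genes listed were matched in the counts by their symbol, and Gria3 was not analysed here. The log2 fold change had the listed direction in 15 of the 18 and was past the fold limit in 11. In 15 of the 18 both 1w4Gy samples lay outside both 1w0Gy samples in the listed direction, the samples on which the study chose the genes. Ass1, Per1, Slc4a4, and Tfcp2l1 had log2 fold changes of 1.40, 0.85, 0.63, and 0.57, with standard errors of 0.45, 0.24, 0.13, and 0.11. Fits without 1 sample gave log2 fold changes from 0.63 to 1.90 for Ass1 and from 0.55 to 1.10 for Per1. For Slc4a4 they gave 0.44 to 0.81, and for Tfcp2l1 0.46 to 0.68. C6, Nefh, and Cidea fell, the level of Nefh following that of the parathyroid hormone gene Pth over the 8 samples and that of Cidea falling beside other adipocyte genes, with log2 fold changes of -1.18, -1.19, and -0.99 and standard errors of 0.31, 0.16, and 0.21. For Miip, Eno2, and B9d1 the values were 0.22, -0.32, and -0.16, and for RT1-DMa and Srm 0.20 and -0.35. Without 1 sample these ranged from 0.066 to 0.36 for Miip, -0.44 to -0.20 for Eno2, and -0.21 to -0.092 for B9d1. RT1-DMa ranged from -0.016 to 0.39 and Srm from -0.50 to -0.19. C6 ranged from -1.56 to -0.82, Nefh from -1.27 to -1.10, and Cidea from -1.37 to -0.69. For the comparison at 4 months, 4 of 4 genes were matched, of which 3 had the listed direction, were past the fold limit, and had both irradiated samples outside both sham-irradiated samples. Of the 22 matched entries, 3 were called by edgeR's quasi-likelihood test and 12 by DESeq2's Wald test.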

**Table S2.** RNA-Seq results.

| a. RNA-Seq results - 1w0Gy vs 1w4Gy. |         |              |             |                                     |
|--------------------------------------|---------|--------------|-------------|-------------------------------------|
| Gene                                 | RNA-Seq |              | Q-PCR       |                                     |
|                                      | fold    | <i>P</i> adj | fold change |                                     |
| <i>up-regulated</i>                  |         |              |             |                                     |
| Miip                                 | 3.65    | 0.011        | 0.95±0.08   | Migration/invasion inhib protein    |
| Eno2                                 | 3.53    | 0.009        | 0.93±0.08   | Enolase 2                           |
| Cdkn1a                               | 3.08    | 0.000        | 2.3±0.14**  | Cyclin-dependent kinase inhib 1A    |
| Ass1                                 | 2.72    | 0.013        | 1.6±0.24    | Argininosuccinate synthase 1        |
| Snph                                 | 2.43    | 0.001        | 1.9±0.24**  | Syntaphilin                         |
| Adm2                                 | 2.37    | 0.019        | 1.9±0.23**  | Adrenomedullin 2                    |
| Vnn1                                 | 2.22    | 0.011        | 1.8±0.24*   | Vanin 1                             |
| Gria3                                | 2.03    | 0.000        | 1.5±0.06**  | Glutamine receptor A3               |
| Per1                                 | 1.88    | 0.019        | 1.5±0.33    | Period circadian regulator 1        |
| B9d1                                 | 1.75    | 0.002        | 0.83±0.05   | B9 domain-containing protein 1      |
| Cpa4                                 | 1.69    | 0.013        | 1.4±0.09**  | Carboxypeptidase A4                 |
| Slc4a4                               | 1.58    | 0.027        | 1.0±0.08    | Solute carrier family 4 member 4    |
| Tfcp2l1                              | 1.54    | 0.036        | 1.2±0.09    | Transcription factor CP2-like 1     |
| <i>down-regulated</i>                |         |              |             |                                     |
| RT1-DMa                              | 0.30    | 0.001        | 0.91±0.07   | RT1 class II locus DMa              |
| Srm                                  | 0.34    | 0.000        | 0.88±0.06   | Spermidine synthase                 |
| Crtac1                               | 0.39    | 0.009        | 0.44±0.03*  | Cartilage acidic protein 1          |
| C6                                   | 0.45    | 0.013        | 0.69±0.13   | Complement C6                       |
| Nefh                                 | 0.46    | 0.006        | 0.46±0.09   | Neurofilament heavy                 |
| Cidea                                | 0.49    | 0.013        | 0.38±0.08   | Cell death-ind DFFA-like effector A |
| b. RNA-Seq results - 4m0Gy vs 4m4Gy  |         |              |             |                                     |
| Gene                                 | RNA-Seq |              | Q-PCR       |                                     |
|                                      | fold    | <i>P</i> adj | fold change |                                     |
| <i>up-regulated</i>                  |         |              |             |                                     |
| Cdkn1a                               | 2.49    | 0.000        | 2.3±0.21**  | Cyclin-dependent kinase inhib 1A    |
| Ephx1                                | 1.60    | 0.000        | 1.4±0.08**  | Epoxide hydrolase 1                 |
| Pinlyp                               | 1.55    | 0.033        | 1.0±0.13    | Phospholipase A2 inhib Ly6/Plaur    |
| <i>down-regulated</i>                |         |              |             |                                     |
| Wdr77                                | 0.33    | 0.033        | 0.83±0.03*  | WD repeat domain 77                 |

\*, \*\* indicate statistical differences from each control (0 Gy) at  $p < 0.05$  (\*), or  $p < 0.01$  (\*\*).

**Table S3.** Q-PCR primers.

| Gene    | GenBank<br>Accession# | Q-PCR primer sequences (5' -> 3') |                        |
|---------|-----------------------|-----------------------------------|------------------------|
|         |                       | forward                           | reverse                |
| Adm2    | NM_201426             | CTTGCTACGGTTCATCTGCCT             | CGATGGCTGAGATTCTGGACTT |
| B9d1    | NM_001105786          | AGTTCACAAGCTGGTTCATGGG            | TCATGTCCTTGGTCACCACATT |
| C6      | NM_176074             | ACTGTGTCTGCCTATTGCCCC             | TTTCCACCTTCCTGTTTGCAC  |
| Cdkn1a  | NM_080782             | TGTCCGACCTGTTCCACACA              | CGTCTCAGTGGCGAAGTCAA   |
| Cidea   | NM_001170467          | CTGTCTCAATGTCAAAGCCACC            | ATAAACCAGGAAGTGTCCGGTC |
| Cpa4    | NM_001109346          | AGGAAGCCGCTGTATTGGAG              | GCATTTGAAGTTCCCATGCTTT |
| Crtac1  | NM_134401             | TTGCATGGACACCAATGAATG             | GGAATACCCACCTAGAAAGGCC |
| Eno2    | NM_139325             | TTGGATTTCAAGTCTCCCGCT             | GAACGTGTCCTCGGTTTCTCC  |
| Ephx1   | NM_001034090          | TCCCTGGATGATCTGCTGGT              | CAGTGGGCACAAAGACCTTCA  |
| Gria3   | NM_032990             | CAAGGACTCCGGGAGTAAGGA             | GGACTCTGCCCCTGATTTGTAA |
| Miip    | NM_001017450          | GTTTCCTGAGCCTCTGGATCC             | TACTGGTGTGGAGGGTCCATG  |
| Nefh    | NM_012607             | AAAGCCAAAGAACCCCCAAA              | TTCTGTGAGAGGCTCCTTCTCC |
| Per1    | NM_001034125          | GGAACTGGGTGCTGTGCACT              | TGGCCAGGATCTTGAACACTG  |
| Pinlyp  | NM_001107488          | ATCAACACGAAATTTGCCACG             | TCTTCACTCTCCCCTGCCAG   |
| RT1-DMa | KC222886              | ACCTGGCAGCATCATTTTCGT             | GTGCGTCACAGTGCAGGAGTA  |
| Slc4a4  | NM_053424             | TCATGGCTCTTCCCTGGTATGT            | GGGTTCCAGTGAAGTCTGTTTC |
| Snph    | NM_001106525          | TGCAGTACCAGCCTGACCTG              | TCCGGCTCGTCACCTACTGT   |
| Srm     | NM_053464             | AGCCCTCAAAGAAGATGGCAT             | CGATCTGGCCACTGGGATAG   |
| Tfcp2l1 | NM_001107170          | ACCTGCTCCCATCAGCCTCT              | CCACAGACCTGGACCAAATCAT |
| Vnn1    | NM_001025623          | TTTGGAACGCGGTATGTCTTC             | CCTCCCAAAGAGACCGACTG   |
| Wdr77   | NM_001008771          | TTGTGGACACCAAGAATGCAA             | GCTTGAATCCAGCACAGCAA   |

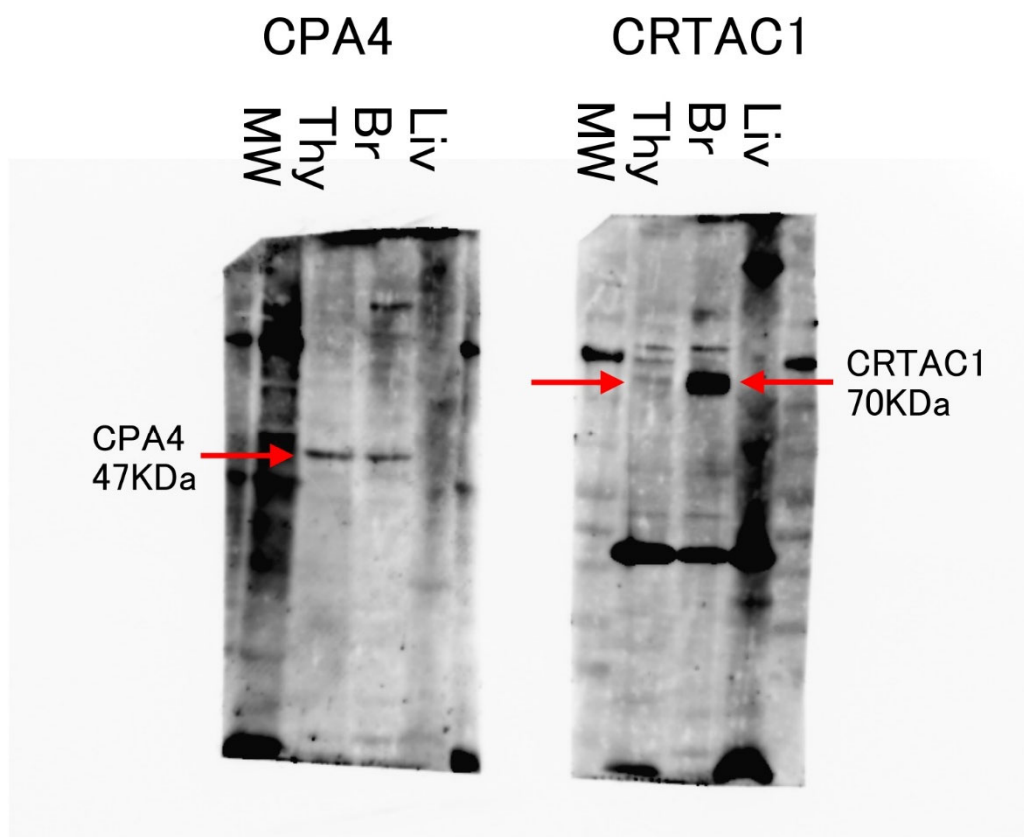

**Figure S1.** Western blot validation of Antibodies to CPA4 and CRACT1.

## CPA4

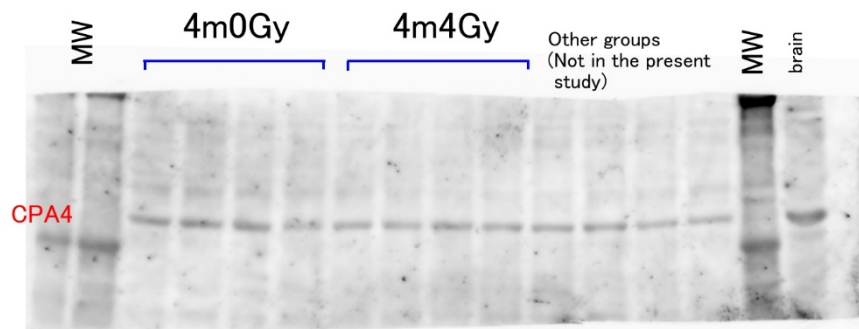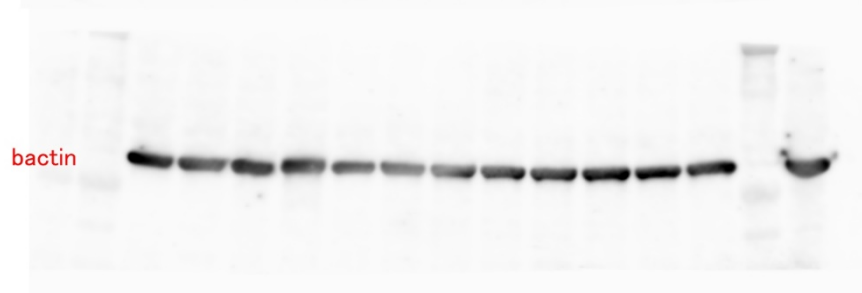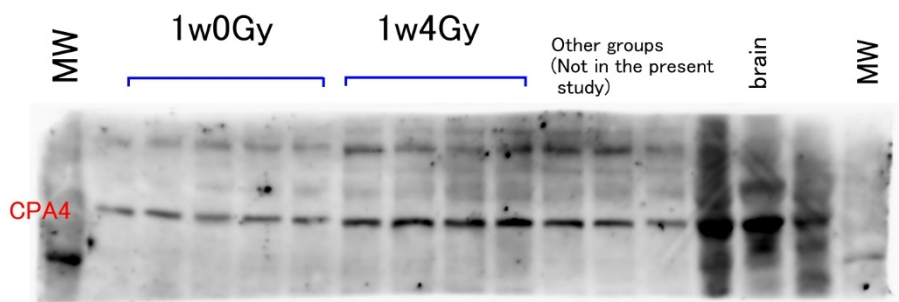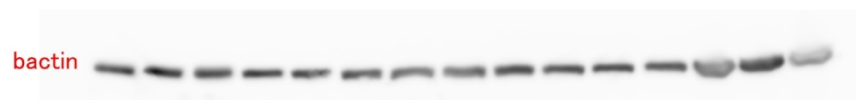

(a)

## CRTAC1

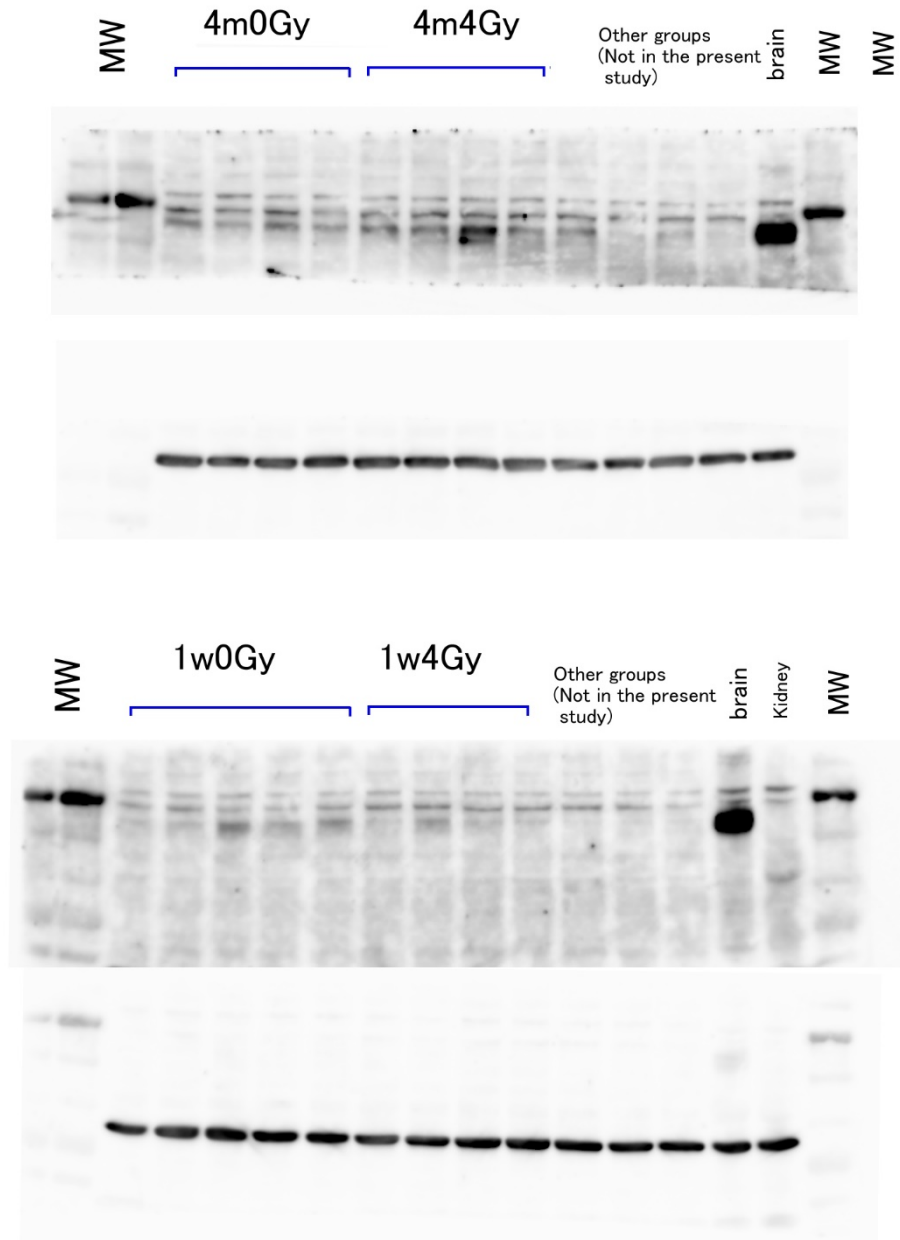

(b)

**Figure S2.** (a) CPA4 pro-teins expressions in the thyroid. (b) CRTAC1 protein expressions in the thyroid.

How the deposited data were processed for this re-analysis (not part of the article)

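Thyroid RNA from 8 male Wistar rats, 2 in each of the groups 1w0Gy, 1w4Gy, 4m0Gy, and 4m4Gy, was measured by RNA-Seq about 8 weeks after irradiation. The authors mapped the reads with hisat2 and counted them with featureCounts, and deposited raw counts for each transcript, with RPKM and TPM computed from them. The deposited RPKM values are scaled by transcript length and by the summed counts of a sample. The deposited TPM values are scaled by length and add to the same total in each sample. The paper's text does not name the genome build. The paper's own comparison used the DESeq2 Wald test through the RaNA-Seq platform.

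The raw counts were used for every test, the TPM for an alternative fold change after adding 1, and the RPKM only to check their denominator. The design fixed before the data were examined assumed 1 value per gene, and the file holds 54991 transcripts of 30560 gene identifiers, 7162 of them without a gene name. The transcript with the highest total over the 8 samples was taken for each gene. Sums over transcripts and the longest transcript were tried as alternatives. Gene names come from the authors' table, 236 names stand on more than 1 identifier, and Gria3 was not analysed here. Which genes neighbour each other was read from the annotation of assembly GRCr8, without coordinates.

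Counts on genes ranged from 14835406 to 18138106 per sample with a median of 16180961. At this depth 19021 to 19449 genes had a count in a sample. With 2 samples per group the spread between replicates, not the counting error, limits the precision.

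The tests used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, and limma 3.58.1. The main test was edgeR's quasi-likelihood test with TMM normalization, the filterByExpr filter on low counts, and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and, for irradiation at each age, a fold change above 1.5 or under 0.5, the fold limits of the paper. Each irradiation comparison was fitted on its own 4 samples. The interaction of age and irradiation and the effect of irradiation over both ages were fitted on all 8 samples, and age was compared in the sham-irradiated samples. Gene sets, 14 lists written before the data were examined, were tested with camera at a preset correlation of 0.01 in 3 comparisons, 42 tests in all. The lists were p53 targets, circadian clock, thyroid differentiation, cell cycle, C cells, parathyroid, skeletal muscle, brown fat, white fat and all adipocytes, B and T lymphocytes, antigen presentation, nerve, cartilage and trachea, and red blood cells.

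The scripts were tested on simulated counts with 200 changed genes. Each gene was drawn independently, and the changed genes were taken above a minimum mean level. The simulation therefore lacks genes that vary together and does not give the power of this design. At 2 samples against 2, edgeR recovered 90.5% of 2-fold changes with 28 false calls among 209, and 99% of 3-fold changes with 27 among 225. DESeq2 recovered 88.5% of 2-fold changes with 33 false calls among 210. For the interaction, edgeR recovered 91.5% of 3-fold changes with 19 false calls among 202. In each of these tests the share of false calls was above 0.05, the limit on the adjusted p. Of 20 unchanged gene sets, camera called 0. This cannot test the preset correlation, since the simulated genes were independent.

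The genes named follow a rule set before the data were examined: every gene of Table 2 and Table S2, the thyroid cancer genes the introduction names, the called genes with the smallest adjusted p in each comparison, the called genes with the largest change with age, and the 5 members that moved most in each gene set past an adjusted p of 0.05. Some of the results this rule selects are not reported here. The alternatives were DESeq2 in place of edgeR, fits of all 8 samples, DESeq2's size factors or the upper quartile in place of TMM, no filter or at least 10 counts in every sample, the replicate number as a block, other fold limits, fry or an estimated correlation for the gene sets, and leaving out each sample in turn. Chosen after seeing the data were sums over transcripts, the longest transcript, each transcript on its own, other filter settings of DESeq2, and removal of each sample's trend with transcript length, fitted with a loess span of 0.5 on the 10531 genes with a mean of at least 8 CPM. So were the medians of the gene sets without each sample, and, for the adjusted p of the genes in the paper's tables, the upper quartile, at least 10 counts in every sample, and the DESeq2 and block fits of all 8 samples. The Q-RT-PCR and Western blot data were not analysed here.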

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

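The tests of explanations given here were all chosen only after the results were seen. The results come from data that the paper does not discuss, or are differences between the 2 ages that were tested as such.

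Of 42 gene set tests with camera, 13 had a Benjamini-Hochberg adjusted p under 0.05, 5 upward and 8 downward. With fry 0 of the 42 passed, with a smallest adjusted p of 0.742, and with an estimated correlation 0 passed, with a smallest of 0.703, so each of these calls rests on the preset correlation. At an unadjusted p under 0.05 fry gave 2 of the 42, white fat after neonatal irradiation and p53 targets at 4 months, and the estimated correlation gave 2.

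Median log2 fold changes at 1 week, at 4 months, and for the interaction did not pass for circadian clock (0.06, -0.04, 0.11), thyroid differentiation (0.09, 0.05, -0.02), skeletal muscle (-0.58, 0.11, -0.80), B and T lymphocytes (0.03, 0.38, -0.15), cartilage and trachea (-0.01, -0.05, 0.14), and red blood cells (0.32, 0.20, 0.12). Each of these 18 medians changed sign or moved by over 1.5 times without 1 sample. With the sample left out in parentheses, the farthest values were -0.011 (first 1w4Gy), -0.0052 (second 4m0Gy), and 0.0092 (second 1w0Gy) for circadian clock. For thyroid differentiation they were -0.047 (first 1w4Gy), -0.092 (second 4m4Gy), and -0.16 (first 1w4Gy). For skeletal muscle they were 0.65 (second 1w0Gy), 1.45 (first 4m0Gy), and 0.75 (second 1w0Gy). For B and T lymphocytes they were 0.53 (first 1w0Gy), 0.70 (second 4m0Gy), and -0.43 (second 4m0Gy). For cartilage and trachea they were 0.25 (second 1w4Gy), -0.51 (first 4m4Gy), and 0.52 (second 1w4Gy). For red blood cells they were -0.041 (first 1w4Gy), 0.37 (second 4m0Gy), and -0.24 (first 1w4Gy).

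p53 targets, 40 genes tested of which 2 are in the paper's tables and 1 in another list, were higher after neonatal irradiation (median log2 fold change 0.058, camera adjusted p = 0.00765, 23 of 40 up) and at 4 months (0.12, adjusted p = 3.33e-04, 28 of 40 up), and not in the interaction (-0.08). The largest increases were Cdkn1a, Dyrk3, Fas, Ckap2, and Tp53inp1 (from 0.46 to 1.53) at 1 week and Cdkn1a, Ephx1, Perp, Gdf15, and Ccng1 (from 0.40 to 1.36) at 4 months. Cdkn1a and Ephx1 alone are argued against as the source at 4 months, where the other 38 genes gave a camera p of 0.0203 and a fry p of 0.0350. At 1 week they gave 0.0811 and 0.261, with 21 of 38 up and a median of 0.041, and whether more of the list than these 2 genes responded stays open. The median of all 40 was 0.030 without the first 1w4Gy sample at 1 week and 0.071 without the first 4m0Gy sample, 0.069 without the first 4m4Gy sample, and 0.060 without the second 4m4Gy sample at 4 months. The interaction median of all 40 ranged from -0.079 without the second 4m0Gy sample to 0.013 without the second 1w4Gy sample. A p53 response that persists 8 weeks after irradiation stays a hypothesis.

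The C cell list, 14 genes of which 2 are in other lists, was lower after neonatal irradiation (median -0.25, camera adjusted p = 0.00284) and higher at 4 months (0.43, adjusted p = 2.11e-04), with an interaction of -0.63 (adjusted p = 1.99e-04). The members that rose most at 4 months were Scg2, Calcb, Scgn, Sct, and Snap25 (from 0.46 to 0.84). Calca, an abundant C cell gene, was at 3181, 1993, 1786, 2594, 4108, 5265, 5884, 6769 CPM in the 1w0Gy, 1w4Gy, 4m0Gy, and 4m4Gy samples in turn. Leaving out 1 sample, the median of the list was 0.037 without the first 1w0Gy sample, -0.41 without the second 1w0Gy sample, -0.13 without the first 1w4Gy sample, and -0.40 without the second 1w4Gy sample at 1 week, 0.20 without the first 4m0Gy sample and 0.71 without the second 4m0Gy sample at 4 months, and -0.35 without the first 1w0Gy sample, -0.33 without the first 4m0Gy sample, and -1.05 without the second 4m0Gy sample for the interaction. A share of C cells that varies from sample to sample is a candidate explanation. The mean log2 CPM of 13 of the 14 genes, without Chga, which is in the parathyroid list too, differed by up to 0.54 between the 2 replicates of a group, against differences with irradiation of -0.22 at 1 week and 0.47 at 4 months. The difference between these 2, -0.69, exceeds that between replicates but has a standard error of 0.37 from the replicates. A varying share therefore cannot be told apart from an effect of irradiation with 2 samples per group.

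The parathyroid list (8 genes tested, 1 in another list) had a median of -0.61 after neonatal irradiation (camera adjusted p = 3.33e-04), led by Pthlh, Gata3, Pth, Gcm2, and Chga (from -0.92 to -0.61). Leaving out 1 sample, this median was -0.20 without the first 1w0Gy sample and -0.92 without the second 1w0Gy sample. At 4 months the median was -0.57 and did not pass (camera adjusted p = 0.178), and it was -0.31 without the first 4m0Gy sample, -2.57 without the first 4m4Gy sample, and 0.20 without the second 4m4Gy sample, so its direction rests on that last sample. The nerve list (14 genes tested, 1 in the paper's tables and 1 in another list) had a median of -0.15 (adjusted p = 0.0402), led by Nefh, S100b, Stmn2, Tubb3, and Uchl1 (from -1.19 to -0.36), and of 0.094 without the first 1w0Gy sample, -0.24 without the second 1w0Gy sample, and -0.25 without the first 1w4Gy sample. Pth was at 4651, 3198, 2795, 1848, 5306, 3814, 5202, 298 CPM in the samples in the order above. Nefh followed Pth over the 8 samples, the 1 relation computed of this kind, with a Pearson r of 0.952 and a Spearman rho of 0.976 (exact permutation p = 3.97e-04 each). Without the second 4m4Gy and the second 1w4Gy samples, the farthest from the median of Pth on the log scale used for r, r was 0.892. In 3 of 4 groups the 2 replicates differed the same way in both genes. The permutation exchanged all 8 samples whatever their group, so differences between groups count toward it. Less parathyroid tissue in the samples where Nefh is low remains a candidate. It may not be the whole source at 1 week, where the log2 fold change was -1.19 for Nefh (standard error 0.16) and -0.76 for Pth (0.25). Between the 2 1w4Gy samples the genes differed in opposite ways, with Nefh at 6.22 and 6.98 CPM. Whether irradiation changed the parathyroid or the dissection varied was not tested.

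Adipocyte genes were lower after neonatal irradiation. The white fat list, with no gene in other lists, had a median of -0.54 (camera adjusted p = 1.20e-33) and the brown fat list, of which 1 gene is in the paper's tables and 1 in another list, -0.24 (adjusted p = 0.0256). At 4 months the white fat list had a median of -0.41 (adjusted p = 0.00204). The brown fat list had a median of -0.27 at 4 months and did not pass (camera adjusted p = 0.109, 8 of 9 down). Without the second 4m0Gy sample this brown fat median was 0.038. The members that fell most were Lep, Pck1, Plin1, Adrb3, and Cfd (from -1.14 to -0.74) for white fat and Ucp1, Cidea, Cpt1b, Dio2, and Otop1 (from -1.43 to -0.24) for brown fat at 1 week, and Adrb3, Pck1, Plin1, Adipoq, and Fabp4 (from -1.54 to -0.54) for white fat at 4 months. Plin1 was at 64.6, 55.2, 34.3, 32.5, 19.3, 40.2, 21.4, 17.9 CPM in the samples in the order above. At 1 week 15 of 15 white fat genes were lower, and 14 of 15 had both irradiated samples below both sham-irradiated samples. At 4 months 3 did. Chance gives 16.7% for 1 gene, but genes of 1 tissue can vary together, so the 15 are not independent observations. For this list at 1 week fry gave an unadjusted p of 0.0404 and an adjusted p of 0.742. The white fat median was -0.31 without the first 1w0Gy sample at 1 week, and 0.060 without the second 4m0Gy sample and -0.23 without the second 4m4Gy sample at 4 months, and the brown fat median at 1 week was -0.16 without the second 1w0Gy sample. A lower share of adipose RNA in the irradiated samples cannot be told apart from lower expression in fat cells, since both lower all of the list.

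Cell cycle genes, with none in other lists, were higher at 4 months (median 0.28, camera adjusted p = 2.11e-04, 26 of 29 up), led by Bub1b, Ccnb2, Cdk1, Aurka, and Nusap1 (from 0.62 to 0.93). They did not pass at 1 week (median 0.067, camera adjusted p = 0.218, 21 of 29 up) or in the interaction (-0.15, adjusted p = 0.143). Without 1 sample these medians ranged from -0.062 to 0.19 at 1 week and from -0.29 to -0.020 for the interaction. Antigen presentation genes, of which 1 is in the paper's tables and 1 in another list, were higher at 4 months (median 0.12, adjusted p = 0.0256, 14 of 14 up), led by RT1-DMa, Cd74, RT1-Bb, RT1-Db1, and Ciita (from 0.14 to 0.20), and lower in the interaction (median -0.12, adjusted p = 0.0212), led by RT1-Bb, RT1-Db1, Cd74, RT1-Ba, and RT1-Da (from -0.46 to -0.37). Some RT1 genes resemble other members of their family, so reads may be shared and their values are uncertain. The sharing was not tested, and Cd74 and Ciita are not RT1 genes. The cell cycle median was 0.47 without the first 4m4Gy sample. The antigen presentation median was -0.0032 without the first 4m0Gy sample and 0.24 without the second 4m0Gy sample at 4 months, and in the interaction -0.067 without the first 1w0Gy sample, -0.28 without the second 1w0Gy sample, -0.27 without the first 1w4Gy sample, -0.043 without the second 1w4Gy sample, -0.0034 without the first 4m0Gy sample, -0.31 without the second 4m0Gy sample, and -0.19 without the second 4m4Gy sample. No technical explanation was tested for these lists, and their dependence on age at irradiation stays open.

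Hba-a3 fell by 1.80 on the log2 scale after irradiation at 4 months (log2 fold change -1.80). Less blood in the irradiated samples is argued against, since the 4 other red blood cell genes tested all rose, with a median log2 fold change of 0.21. Reads shared with near-identical hemoglobin genes leave the value uncertain, and the sharing was not tested.

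An unnamed long noncoding RNA (ENSRNOG00000070630, described as LOC120098812), which neighbours Cdkn1a in assembly GRCr8, rose by 2.59 on the log2 scale over both ages (standard error 0.31, adjusted p = 0.0278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the paper does not report it. Its count was higher in all 4 irradiated samples. Leaving out 1 sample at a time, edgeR did not call it without either 1w0Gy sample or the second 1w4Gy sample. The same held without the second 4m0Gy or the first 4m4Gy sample, and in these fits 1 or 2 genes were called. At least 10 counts in every sample leaves it untested. It was also not among the genes that DESeq2's Wald test with the same design called over both ages. Cdkn1a reads counted on it at a constant share are argued against, since its count was 2.29% to 3.33% of that of Cdkn1a in sham-irradiated and 4.41% to 8.35% in irradiated samples (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 samples allow). Transcription beyond the end of Cdkn1a that grows with its level was not tested. Of the 34 splits of the 8 samples other than the one by age, 3, the real one included, gave at least the 2 genes called over both ages, with a median of 0 and up to 5 genes. Of the 18 splits balanced for age, the real one alone did.

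Between the sham-irradiated groups, 118 genes differed with age, 53 higher and 65 lower in the 4m0Gy samples. The largest increases were of Rad21l1 (2.74), Pappa2 (2.09), Slc6a20 (1.73), the unnamed ENSRNOG00000048230 (1.60), and Wnt5b (1.50), and the largest decreases of Mir675 (-3.05), Krt13 (-2.89), Col1a1 (-2.62), Ndnf (-2.49), and H19 (-2.47). Mir675 lies within H19 in assembly GRCr8, so their reads can be shared. Genes differing with age in sham-irradiated thyroids numbered 116 with the length trend of each sample removed, and no other technical explanation was tested. Age at irradiation and at necropsy differ together between these groups.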

How the results depend on the processing

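The direction of each irradiation and age result and its side of the threshold were recomputed under the alternatives chosen for it, which differ between results. The upper quartile and other fold limits were run for the numbers of genes called after irradiation at each age, the upper quartile also for the adjusted p of the genes in the paper's tables, and neither for age, the interaction, both ages together, or the gene sets. With DESeq2's size factors, the upper quartile, other fold limits, and the longest transcript, the numbers of called genes stayed within 1.5 times where these were run. The causes of the changes below were not tested.

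With DESeq2's Wald test, the neonatal comparison had 9 upregulated and 4 downregulated genes (10 and 2 in a fit of all 8 samples), against 1 and 0 with edgeR, where 872 genes had an unadjusted p under 0.05. At 4 months there were 4 upregulated and 0 downregulated genes, and 0 downregulated in the fit of all 8 samples, with 537 and 600 genes at an unadjusted p under 0.05, against 2 and 1 with edgeR, where 1280 genes had an unadjusted p under 0.05. It called 21 genes for the interaction, 17 positive and 4 negative, 12 for irradiation over both ages, 9 up and 3 down, 243 for age in sham-irradiated thyroids, 94 up and 149 down, of which 116 are among the 118 of edgeR, and 12 of the 22 entries of the paper's tables, against 3. With edgeR on all 8 samples, 1 gene was upregulated and 0 were downregulated at 4 months, with 1123 at an unadjusted p under 0.05.

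With no filter on low counts, 1 gene was downregulated in the neonatal comparison, 9 were upregulated and 5 downregulated at 4 months, 7 had an interaction, and 5 entries of the paper's tables were called. Genes differing with age in sham-irradiated thyroids numbered 261 without the filter. At least 10 counts in every sample gave 1 gene over both ages.

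With the replicate number as a block, there were 8 upregulated and 3 downregulated genes in the neonatal comparison (4 upregulated in the fit of all 8 samples), 10 and 2 at 4 months (1 upregulated in the fit of all 8 samples), 2 for the interaction, 13 for age, and 9 entries of the paper's tables, and the log2 fold change of Snph at 4 months was 0.040. Deviations of same-numbered samples had an r of 0.166 between 1w0Gy and 1w4Gy, 0.114 between 4m0Gy and 4m4Gy, and -0.246 between 1w0Gy and 4m0Gy, so the samples share only a number.

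Chosen after seeing the data were the following. Counts summed over transcripts gave 0 upregulated genes in the neonatal comparison, 0 and 0 at 4 months, 27 for age, 0 entries of the paper's tables, and 5.63e-04 for the log2 fold change of Snph, 4 months. Of these summed counts, 914 genes in the neonatal comparison and 1318 at 4 months had an unadjusted p under 0.05. Fitting each transcript on its own gave 0 upregulated genes in the neonatal comparison, with 1977 transcripts at an unadjusted p under 0.05. With its filter set for 0.05, DESeq2 gave 9 and 4, then 5 upregulated at 4 months, and 14 entries. Without that filter it gave 8 and 4, and 12 entries. On summed counts it gave 17 and 3, then 9 and 5 at 4 months, and 13 entries. With the length trend removed, the log2 fold changes were 0.037 for Snph, 4 months, 0.024 for Tfcp2l1, 4 months, and -0.049 for Srm, 4 months, and the numbers of called genes stayed within 1.5 times.

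Leaving out 1 sample at a time gave 1 to 5 genes over both ages, 5 without the first 4m0Gy sample, and a correlation of the irradiation effects from -0.18 to 0.10. The correlation was 0.0972 without the second 1w4Gy sample, 2.05e-04 without the second 4m0Gy sample, and 0.0987 without the first 4m4Gy sample, against -0.05. For single comparisons this leaves 1 sample in a group, so only fold changes were computed. The gene set calls fell from 13 to 0 with fry and to 0 with an estimated correlation.

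Among single genes 58 other results became stronger and 5 weaker, 2 moved, and among gene sets 1 became stronger and 26 weaker. Depth was similar in all samples, from 14835406 counts on genes, and limits mainly genes near the filter on low counts.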

Differences from the paper's values

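Both values below are fold changes on a linear scale, as in Table S2. For Miip after neonatal irradiation the paper's value is 3.65 and the counts gave 1.16, for Eno2 the paper's is 3.53 and the counts gave 0.803, and for B9d1 the paper's is 1.75 and the counts gave 0.898. For RT1-DMa the paper's value is 0.30 and the counts gave 1.15, and for Srm the paper's is 0.34 and the counts gave 0.782. For Wdr77 after irradiation at 4 months the paper's value is 0.33 and the counts gave 1.06. None of the alternatives set before the data were examined closed these gaps, and none of those added afterwards did.

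The paper's number of genes upregulated by neonatal irradiation is 13, against 1 with edgeR's quasi-likelihood test. Among the alternatives set before the data were examined, DESeq2's Wald test gave 9 on the same samples and 10 in a fit of all 8 samples, which are within 1.5 times of the paper's, and the other alternatives did not. Of the settings chosen after seeing the values, DESeq2 with its filter set for 0.05 gave 9 and DESeq2 on summed counts gave 17. The paper's number of downregulated genes is 5, against 0 with edgeR, where 872 genes had an unadjusted p under 0.05. DESeq2 on the same samples gave 4, the 1 alternative set before the data were examined that came within 1.5 times, and DESeq2 with its filter set for 0.05 or without that filter, both chosen after seeing the values, gave 4 too.

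Genes of Table S2 that edgeR did not call were called under other settings. For neonatal irradiation, DESeq2 on the same samples called Ass1, Snph, Adm2, Vnn1, Per1, Cpa4, Slc4a4, Crtac1, C6, and Nefh, and in the fit of all 8 samples Adm2, Cpa4, Per1, C6, and Crtac1. Tfcp2l1 and Cidea passed its adjusted p and missed the fold limits. The replicate block called Adm2, Per1, C6, Nefh, and Cidea, and Per1 in the fit of all 8 samples, and no filter on low counts called Nefh. For irradiation at 4 months, Pinlyp was called with no filter and with the replicate block. Of the settings chosen after seeing the values, DESeq2 with its filter set for 0.05 and on summed counts called Pinlyp, and the DESeq2 settings called the neonatal genes above except Slc4a4 without its filter and Ass1 on summed counts.

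The text of the paper and Table S2 list different numbers of genes downregulated by neonatal irradiation. The paper's RNA-Seq results list Eno2 and B9d1 as upregulated and RT1-DMa and Wdr77 as downregulated. The counts gave changes in the other direction, with log2 fold changes of -0.32, -0.16, 0.20, and 0.09. For RT1-DMa the samples of the 2 groups overlapped, and without the first 1w4Gy sample the value was -0.016. In its Q-RT-PCR the paper marks no significant difference for Eno2, B9d1, and RT1-DMa, with means below the control, and a decrease for Wdr77. Of these genes, Table 2 keeps only Wdr77. The paper lists Adm2 among genes altered only by neonatal irradiation, where the counts gave 0.75 on the log2 scale at 4 months (edgeR adjusted p = 0.307). In its Q-RT-PCR at 4 months the paper marks no significant difference for Adm2, with a mean below the control.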

Other observations

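The tests of explanations given here were all chosen only after the results were seen.

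The 6 genes of Table S2 whose fold changes were not found in the counts (Miip, Eno2, B9d1, RT1-DMa, Srm, and Wdr77) were examined in every transcript and setting. The largest change in the listed direction was a ratio of 1.41, so the choice of transcript, filter, normalization, tool, or replicate is argued against as the source of the difference. What the source is was not tested.

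Fold changes followed transcript length across 10531 genes, with a Spearman rho of 0.33 after neonatal irradiation, -0.42 after irradiation at 4 months, 0.49 for the interaction, and 0.27 for age. Genes are not independent replicates. The genes DESeq2 called for the interaction had a median length of 4376 bases where positive and 1810 where negative, against 2905 over all genes. With the length trend of each sample removed, 11 of the 21 were still called, which argues against length as their whole source, and 14 genes were called in all. The other 10 were lost, and for these a length effect cannot be told apart from a difference between the ages, since the trend itself differs between the groups. For Snph, Adm2, Vnn1, Cpa4, and Crtac1, at least 97.2% of the neonatal log2 fold change was left, so a length trend is argued against as their source.

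A hypothesis from these data is that neonatal irradiation moves genes toward their level in the older sham-irradiated rats. Across 10531 genes the irradiation difference and the age difference had an r of 0.472, against a mean of 0.288 in 100 simulations in which irradiation changed nothing and the 1w0Gy samples were shared. With each difference taken from its own 1w0Gy sample, the r was 0.180 and, with the samples exchanged, 0.235, above the largest simulated value of 0.0768 for the former, which argues against the shared samples as the source. With the length trend removed it was 0.145, which argues against length as the source. The corresponding r for irradiation at 4 months against the younger rats was -0.0636 and, exchanged, 0.0804, so genes that vary together from sample to sample may contribute and cannot be told apart with 2 samples per group.

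Of the genes linked to thyroid cancer that the paper names, Slc7a8, Slc43a2, Lgals1, and Lgals3 were not called in either comparison. The log2 fold changes at 1 week and 4 months were -0.43 and -0.10 for Slc7a8, 0.15 and -0.09 for Slc43a2, -0.10 and 0.04 for Lgals1, and -0.11 and 0.01 for Lgals3.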
